# Comparative Study of Transcriptome in the Hearts Isolated from Mice, Rats, and Humans

**DOI:** 10.3390/biom12060859

**Published:** 2022-06-20

**Authors:** Daigo Okada, Yosuke Okamoto, Toshiro Io, Miho Oka, Daiki Kobayashi, Suzuka Ito, Ryo Yamada, Kuniaki Ishii, Kyoichi Ono

**Keywords:** transcriptome, heart, SHOX2

## Abstract

The heart is a significant organ in mammalian life, and the heartbeat mechanism has been an essential focus of science. However, few studies have focused on species differences. Accordingly, challenges remain in studying genes that have universal functions across species and genes that determine species differences. Here, we analyzed transcriptome data in mouse, rat, and human atria, ventricles, and sinoatrial nodes (SA) obtained from different platforms and compared them by calculating specificity measure (SPM) values in consideration of species differences. Among the three heart regions, the species differences in SA were the greatest, and we searched for genes that determined the essential characteristics of SA, which was *SHOX2* in our criteria. The SPM value of *SHOX2* was prominently high across species. Similarly, by calculating SPM values, we identified 3 atrial-specific, 11 ventricular-specific, and 17 SA-specific markers. Ontology analysis identified 70 cardiac region- and species-specific ontologies. These results suggest that reanalyzing existing data by calculating SPM values may identify novel tissue-specific genes and species-dependent gene expression. This study identified the importance of *SHOX2* as an SA-specific transcription factor, a novel cardiac regional marker, and species-dependent ontologies.

## 1. Introduction

The heart is the principal organ of mammalian lives, which functions first in an early developmental stage, and never stops for the rest of life. Thus, the molecular processes underlying heart function have been a significant focus of science for a long time. From the 1950s to the 1970s, actin-myosin sliding filament theory revealed the contraction mechanisms in response to intracellular Ca^2+^ ([Ca^2+^]_i_) elevation accompanied by the membrane depolarization via voltage-gated ion channels [1,2,3]. From the 1980s to the 1990s, molecular cloning strategies identified the gene sequences and primary structures of the ion channels [4,5,6,7]. The hyperpolarization-activated current (I_h_) in the sinoatrial node (SA) was recorded in 1976 [8], which become known as the I_f_ current [9] via the HCN4 channel [10]. It is thought that [Ca^2+^]_i_ initiates the SA beating [11] as well as the ventricular contraction. These cardiac activities are regulated by the autonomic nervous system. One is the sympathetic control with the adrenergic stimulation. Intracellular signaling under the β-adrenaline receptor reinforces the ion currents and [Ca^2+^]_i_ movements, increasing the contraction’s capability and accelerating the heart rate. The other is the parasympathetic control with the cholinergic signaling, which oppositely suppresses the sympathetic effects [12,13]. As such, muscle filament, ion channels, Ca^2+^ handling, and cell signaling networks are regarded as fundamental factors in cardiac physiology.

However, while the essential functions of the heart are believed to be well established, biophysical cardiac parameters at the molecular and cellular levels are not consistent throughout the species. For example, a Na^+^-Ca^2+^ exchanger (NCX) is a device that converts [Ca^2+^]_i_ elevation into membrane potential, which is essential for driving SA automaticity in rabbits and mice, as mentioned above. Meanwhile, the guinea-pig SA beats independently of changes in [Ca^2+^]_i_ [14] and is not suppressed by an NCX inhibitor [15]. The L-type Ca^2+^ current (LCC) responses to intracellular cGMP differ in guinea-pigs, rats, and humans. cGMP magnifies the β-adrenergic LCC enhancement in guinea-pigs [16] while it exhibits the opposite effect in rats [17]. Further study using human myocytes uncovered that cGMP itself increased LCC without other effectors. Rivet-Bastide et al. proposed that different actions of cGMP on LCC were mainly attributable to the difference in the phosphodiesterase isotype [17]. In the case of potassium current, the 4-aminopyridine sensitive transient outward current observed in mouse, rat, and human cardiomyocytes [18,19] is unrecognizable in guinea-pigs [20]. By contrast, an isoprenaline-stimulable Cl^-^ current of the heart is prominent in guinea-pigs rather than in other mammals [21,22]. A comparative study of I_h_ was recently demonstrated in rat, guinea pig, and rabbit pulmonary vein cardiomyocytes [23,24]. Surprisingly, I_h_ in rats is neither I_f_ nor I_KH_ [25], but ClC-2 current [26]. In this careful and refined consideration of the data, species differences in molecular function within the heart have generally been observed. Therefore, a comprehensive comparison of species differences in molecular information within the heart is a critical challenge for future cardiac research. Thus, to compare species differences in gene expressions in a high-throughput manner, we acquired unpublished transcriptome data. We acquired these data from academic institutions or a pharmaceutical company that had launched experiments and remained unpublished because they failed to achieve their original purposes.

In the current study, we present an analysis of the transcriptomes in three different animal species—mice, rats, and humans—separately for atria, ventricles, and SA. The bioinformatical evaluation across the species disclosed the essential genes of the heart and the crucial difference among the species.

## 2. Materials and Methods

### 2.1. RNA Extractions from Experimental Animals

In order to extract endogenous RNAs from different parts of cardiac tissues, 16 C57/BL6 male mice (5–10 weeks) and 12 Wistar male rats (8–11 weeks) were sacrificed. Three mice and two rats were required to prepare an adequate RNA sample for the sinoatrial node (SA). In the surgical operation, the animals were deeply anesthetized by 320–450 mg/kg pentobarbital sodium with 100 UI heparin. After checking suppression of the nociceptive reflex, the chest cavity was opened, and the heart and lungs were excised in a block and then perfused sequentially with ice-cold, Ca^2+^ free, and heparinized external solution until most of the blood was washed out from the heart and lungs. The composition of the external solution (mM) was: NaCl 136.9, KCl 5.4, NaH_2_PO_4_ 0.33, HEPES 5.0, MgCl 0.5 and glucose 5.5 (pH 7.4 with NaOH). The heart-lung block was pinned to the tissue bath. Soft tissue containing the vagus nerve and adipose tissue was trimmed off under a stereomicroscope, then cardiopulmonary tissues were isolated one by one. The left atrium (LA) adjacent to the pulmonary vein (PV), a mass of the left ventricle (LV), and the free-wall of the right ventricle (RV) were isolated. Each LV mass was dissected into three pieces as samples. Because the SAN isolation procedure takes approximately 20 min, SA was isolated separately. The SA region was delimited by the borders of the crista terminalis, the interatrial septum, the superior vena cava, and the right atrium (RA) (Supplementary Figure S1). Our SA-cutting technique was confirmed by quantitative PCR for mice and by the microarray data itself for rats (Supplementary Figure S2). Because the SAN is a tiny cardiac area, three mice and two rats were needed to extract the required amount of RNA for the microarray. All cardiopulmonary tissues were isolated within 30 min after the heart was removed from the body. During tissue isolation, the external solution was perfused at a rate of 10 mL/min on ice. In addition to PV, LV, RV, SA, and RA samples, pulmonary arteries were added to the samples for the rat microarray. All tissue samples were fresh-frozen in liquid nitrogen and stored at −80 °C for later RNA extraction. RNAs were extracted using QIAGEN RNeasy mini columns (QIAGEN, Venlo, The Netherland).

### 2.2. RNA Extractions from Heart Donations

Human heart samples were purchased from AnaBios Corporation (San Diego, CA, USA), which provides heart organs through the organ procurement organization of the USA in compliance with the Health Insurance Portability and Accountability Act. All personal information of donors is protected. In the current study, three normal hearts were separated into LA, RA, LV, RV, and SAN. These samples were frozen in RNAlater (Thermo Fisher Science, Waltham, MA, USA) at −20 °C. RNAs were extracted in our laboratory using QIAGEN RNeasy mini columns (QIAGEN).

### 2.3. Mouse Gene Expression Microarrays (Illumina)

Five hundred ng total RNA was labeled according to the manufacturer’s instructions using the Illumina TotalPrepTM RNA amplification kit (Illumina, San Diego, CA, USA), and 750 ng biotinylated RNA per sample hybridized overnight to Illumina Mouse Ref-8 v2 BeadChips. Following post-hybridization rinses, arrays were incubated with streptavidin-conjugated Cy3, and scanned at a resolution of 0.53 μm using an Illumina iScan scanner. Hybridization intensity data were extracted using Illumina BeadStudio GenomeStudio software, ver. 2011.1 (Illumina).

A total of 18 microarray data samples were used for the mouse data, consisting of 4, 2, 4, 4, 4 samples of LA, LV, RA, RV, and SA. Signal values were transformed by log2(intensity + 1) and standardized using the normalizeBetweenArrays function in the limma package to align the medians of all arrays [27]. The probe information was converted to gene information corresponding to unique Ensemble Gene IDs. This conversion was done via Entrez Gene ID using DAVID web tool [27]. When multiple probes corresponded to a single gene, the maximum signal intensity value was adopted.

### 2.4. Rat Gene Expression Microarrays (Agilent)

RNAs from rat samples were amplified as complementary RNA (cRNA) and labeled with Cy3 using the Low-Input QuickAmp Labeling kit (Agilent Technologies, Santa Clara, CA, USA). Cy3-labeled cRNA was fragmented and hybridized to SurePrint G3 Rat GE microarray 8 × 60K v2 (Agilent Technologies). SurePrint Array was scanned by the Agilent DNA Microarray Scanner (G2505C).

A total of 23 microarray data samples were used for the rat data, with 4, 4, 4, 4, 4, 4, 3, 4 samples of LA, LV, PA, PV, RV, and SA. All background-subtracted data were detrended and normalized by 90 percentile normalization. 

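On each array the deposited normalized intensities were the background-subtracted and detrended signal of Agilent's Feature Extraction software multiplied by 1 factor, which lay between 0.881 (LA replicate 1) and 1.52 (PA replicate 2). Between 99.2% and 99.7% of the probes of an array were within 2% of that product. After the scaling, the 90th percentile of the arrays was between 3984 and 3988. A value was missing on at least 1 array for 156 probes in the deposited normalized intensities and for 158 probes in the scanner output.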

Probes containing missing values were removed, and probe information was converted to gene information corresponding to unique Ensemble Gene IDs. This conversion was done via the Ensemble Transcriptome ID. Here, when multiple probes corresponded to a single gene, the maximum signal intensity value was adopted. The gene expression signal values thus obtained were converted by log2(intensity + 1) and used as gene expression intensity in subsequent analyses.

### 2.5. RNA-Seq on the Donated Hearts

The high-throughput sequence was demonstrated with NovaSeq 6000 (Illumina). First, extracted RNAs were purified by poly(A) capture. Resultant mRNAs were then fragmented and reverse-transcribed into single-stranded complementary DNAs (cDNAs). Subsequently, cDNAs were double-stranded by a DNA polymerase. During the polymerase reactions, deoxy UTP (dUTP) was mixed in nucleotide materials. Both ends of double-stranded DNA (ds DNA) were ligated to a 13 bp adapter sequence. Next, the ds DNAs were subjected to PCR amplification for the multi-sized DNA library preparation. NovaSeq Control software v1.4.0 analyzed the sequencing runs and tag sequences classified each read in the raw sequencing data. A total of 21 RNA-seq data were used for human data, three samples each of LA, left atrial appendage (LAA), LV, pulmonary vein (PV), RA, RV, and SA. Fastp software (version 0.12.4, see reference [28]) was used for reading quality control and adapter removal [28]. In the raw data, the number of the generated pair-end reads per sample ranges between 49,720,696 to 368,429,512 reads (92,267,671 reads per sample on average). Further, we confirmed that Q30 > 90% is satisfied in all samples. Reads were aligned using STAR software (version 2.7.0a, see [29]). The fasta and gtf files of GRCh38/release105 obtained from the Ensemble database were used as reference genome and gene annotation information. The count values of each gene were quantified from the alignment results by featureCounts software (see [30]). We calculated the Transcripts Per Kilobase Million (TPM) values based on the calculated gene lengths and gene counts [31,32]. These values were converted by log2(intensity + 1) and used as gene expression intensity in subsequent analyses. As the quality check of this data, we compared our data with the public RNA-seq data in human RA, RV, LA, and LV samples (GSE112339 [33]). We confirmed the high correlation (Spearman’s correlation coefficient > 0.9) between the mean expression value of each region of our and previous data (Supplementary Figure S3).

### 2.6. The Evaluation of Similarities of Expression Intensity among Species or Regions

Hierarchical clustering was applied to the gene expression matrices of humans, mice, and rats to evaluate the similarity of regions. It was performed using the R package TCC’s clusterSample function with default setting [34]. The dendextend package was used to draw the results [35]. A comparison of transcriptome data among species was performed using gene ortholog relationships. Human–mouse, human–rat, and mouse–rat ortholog conversion tables were obtained from Ensemble Biomart. Using this table, scatter plots of gene expression profiles between species were created with one species as the *x*-axis and another species as the *y*-axis. We calculated Spearman’s correlation coefficient of expression values. For each gene of the *x*-axis species, an orthologous counterpart gene of the *y*-axis species was mapped. If more than one gene of the *y*-axis species corresponded to one gene of the *x*-axis species, the average value was applied.

### 2.7. Identification of Heart Region-Specific Expressed Genes

Heart region-specific genes were identified in each species. Three heart regions were targeted: LA, SA, and V. Here, LV and RV were grouped together as V. Genes whose expression values exceeded a certain threshold in at least one sample were used for subsequent analysis. These threshold values were defined as >1, >4, and >6 for humans, rats, and mice, respectively. They are determined based on the distribution of expression levels. For human RNA-seq data, one was added to all elements of the gene expression matrix before subsequent analysis to avoid zero values affecting the results. For each gene, differences in expression levels among regions were tested by analysis of variance (ANOVA), and *p*-values were calculated. The *p*-values were adjusted by the Benjamini–Hochberg (BH) method considering multiple testing problems. In addition to the statistical tests, the region specificity of LA, V, and SA was calculated as the specificity measure (SPM) value for each gene [36]. SPM is obtained by dividing the average expression value of a region by the absolute values of the average expression vector of three regions. SPM values range from zero to one; the larger the value, the more specific the region. A gene was defined as a specifically expressed gene at a region if SPM was above a certain threshold and BH adjusted *p*-value < 0.05. This threshold was defined as the 95th percentile point of the null SPM values calculated from one label permutation per gene. The same procedure as in the evaluation of similarities of expression intensity was used to calculate the correspondence of SPM values in human–mouse and human–rat. We conducted the clustering analysis for nine species-region pairs for the SPM values obtained for the human genes with orthologs in both rats and mice. The distance metric used in the clustering was the 1—Spearman’s correlation coefficient for SPM values, and the hclust function in R was used with default settings. The z-score normalized SPM was calculated by the standard normalization of SPM values for each species-region pair.

### 2.8. Comparison of Region-Specific Expressed Genes among Three Species

We conducted the biological interpretations of the region-specific gene sets (LA-specific, V-specific, and SA-specific) and compared them among species. First, we focused on commonly LA-specific, V-specific, or SA-specific gene sets in all three species. These are three gene sets: common LA-specific, common V-specific, and common SA-specific. This was defined as a region-specific gene in humans whose orthologous gene is also identically region-specific in both mice and rats. In addition, we focused on the species-selective region-specific gene set, which is a region-specific gene set for only one species. These are nine gene sets: human-selective LA-specific, human-selective V-specific, and human-selective SA-specific, mouse-selective LA-specific, mouse-selective V-specific, and mouse-selective SA-specific, rat-selective LA-specific, rat-selective V-specific, and rat-selective SA-specific. We focused on the transcription factor genes defined as the genes with Gene Ontology term GO:0003700 (DNA-binding transcription factor activity). Enrichment analysis for gene ontology was performed on the gene sets using the clusterProfiler package in R to identify the Gene Ontology (BH adjusted *p*-value < 0.05) associated with each gene set [37]. The background gene set of this enrichment analysis is all genes included in the region-specific gene analysis for the other two species. We used the R package (The R Project for Statistical Computing, https://www.r-project.org/) org.Hs.eg.db (version 3.13.0), org.Rn.eg.db (version 3.13.0), org.Mm.eg.db (version 3.13.0) as the databases for Gene Ontology and gene annotation.

### 2.9. Reverse Transcription-Polymerase Chain Reaction (RT-PCR)

Quantitative RT-PCR was performed using SYBR Green (BioRad, Hercules, CA, USA or Roche, Basel, Switzerland) on an ABI PRISM 799HT Sequence Detection System (Applied Biosystems, Waltham, MA, USA). PCR efficiency was evaluated by using a standard curve of four serial dilution points. Data were analyzed using Applied Biosystems software, and mRNA was normalized to the housekeeping genes, H1 or cardiac β-tubulin. All reactions were carried out in quadruplicate, and each average was in use. The PCR result measures the expression of the ventricle with arbitrary unit 1 and shows how many times more than the expression of the ventricle. Statistical significances of RT-PCR results were determined by an ordinary one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, using GraphPad Prism ver. 9.0.0 (GraphPad Software Inc., San Diego, CA, USA).

## 3. Results

### 3.1. Classification of Cardiac Regions Based on Gene Expression Patterns

Microarray data of mice using Illumina’s Bead chip clustered gene expression patterns according to anatomic segments of the heart. The ventricles were further divided into the left ventricle (LV) and right ventricle (RV), and the atria into the right atrium (RA) and left atrium (LA) (Figure 1A). The rat microarray data using Agilent’s SurePrint included pulmonary artery (PA) and pulmonary vein (PV) samples and no RA sample compared to the mouse microarray sample. 

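RNA from 6 regions of the rat heart and the great vessels was hybridized to 23 single-color Agilent arrays, on which the brightness of each spot measures the Cy3-labeled cRNA bound by 1 probe. There were 4 arrays of LA, 4 of LV, 3 of RV, 4 of SA, 4 of PV and 4 of PA. The tissue came from 12 male Wistar rats aged 8 to 11 weeks, and each SA sample was the tissue of 2 rats. The arrays lay on 3 slides, in 2 rows of arrays on each slide, and every region was on all 3 slides except RV, which was on slides 2 and 3. No rat RA array was analysed.

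The authors' scanner output gives for each spot an intensity on a linear scale, background-subtracted and detrended within the array but not normalized between arrays, and a mark for spots well above background. From there, every array was scaled to the same 90th percentile, spots of the same probe were averaged, and the 158 of 45598 probes with a missing value on any array were removed. Probes were named by matching their accessions to a RefSeq gene table for the rat, whereas the methods went through Ensembl transcripts. A symbol was found for 21109 probes, which gave 16581 genes, 3658 of them with more than 1 probe. The highest probe of a gene was taken on each array, as in the methods, and log2(normalized signal + 1) was used for all comparisons, a scale on which fold changes of dim genes are understated. The counts of region-specific genes depended most on the background correction, the filter on dim genes, the added 1, the set of probes used and whether SPM came from log2 or linear signals, and less on the scaling and the choice of probe. Precision is limited by the 3 or 4 arrays per region. Arrays were treated as independent, although some of the 23 arrays must share 1 of the 12 rats.

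The percent of probes well above background was between 58.5% and 79.8%. Its median was 77.3% in LA, 70.2% in LV, 74.9% in RV, 62.5% in SA, 65.7% in PV and 73.0% in PA. The percent depended on the row of the slide in which an array lay. It was 76.9% ± 1.98 (SD, n = 11 arrays) in the first row and 62.9% ± 3.55 (SD, n = 12 arrays) in the second (two-sided permutation test, p = 1e-05, the smallest value the resampling can give). Of the 4 arrays of a region, 3 of LA lay in the first row, but only 1 of SA and 1 of PV did.

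**Figure D1:**
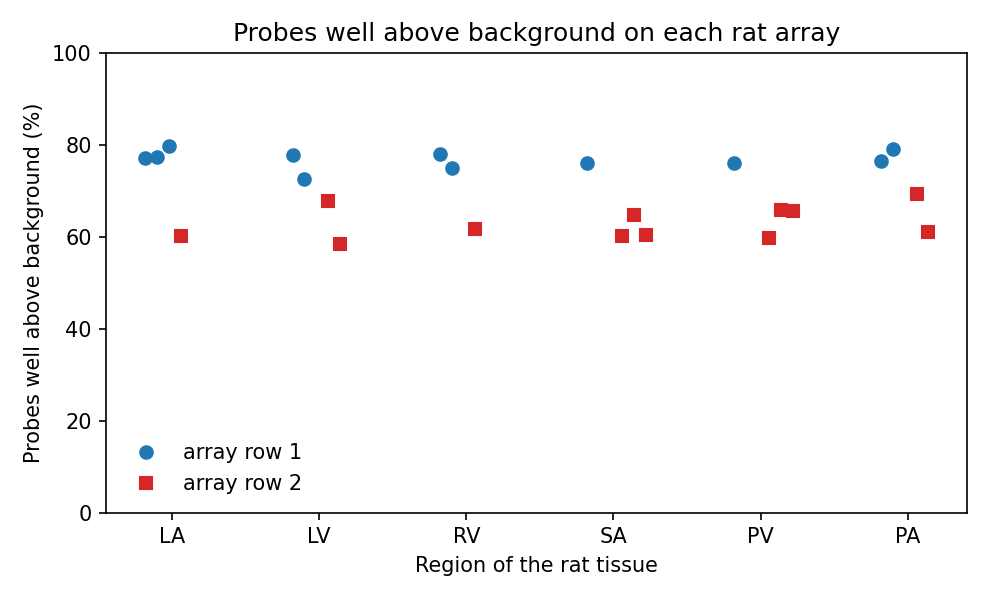
Percent of probes well above background (y axis) on each of the 23 rat arrays, by region (x axis), with 1 symbol per array, a circle for the first row of arrays on a slide and a square for the second. The arrays of the first row lie between 72.6% and 79.8%, and all arrays of the second row lie lower, between 58.5% and 69.3%.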

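Over 15875 genes, the 23 rat arrays were clustered on 1 minus Spearman's correlation with average linkage. The 4 PA arrays joined one another at a distance of 0.0182. The 19 arrays of LA, LV, RV, SA and PV had all joined at 0.0385, and PA joined them last, at 0.0882. In a limma fit of all 6 regions, 9527 of the 15875 genes differed between PA and the mean of the other 5 regions at a Benjamini-Hochberg adjusted p below 0.05, with 5069 higher and 4458 lower in PA. The alternative that moved this count most kept probes whose accession has no symbol, and gave 18530 of 37039 in PA versus heart. It was chosen after the data were seen. With 1 array left out at a time, the count was between 9000 and 9575.

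Genes are named where all arrays of the higher group were well above background and the groups did not overlap. *B3gat2* was 10.91 ± 0.18 (SD, n = 4) in PA and was not well above background on any of the other 19 arrays, so that only a bound can be given, at least 86.1-fold. In such bounds the dim group's level on each array is the higher of the gene's own signal and the lowest signal well above background. *Itga8* was higher in PA by a log2 fold change of 7.57 (standard error 0.29, limma adjusted p = 7.72e-15). *Bmp3* was well above background on only 2 of the other 19 arrays, so that its fitted log2 fold change of 7.35 depends on noise. With the dim arrays at the lowest signal well above background it was 6.03. Lower in PA were *Nppb* (adjusted p = 5.46e-12), *Rab3b* and *Txlnb*, which were well above background on 2, 3 and 2 of the 4 PA arrays. With the dim arrays at that lowest signal, the other regions were higher by log2 differences of 8.83, 8.23 and 7.82, against fitted values of 9.09, 8.41 and 8.31.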

PA, being extracardiac tissue, is naturally clustered outside of the cardiac zone. Although clusters of ventricles were present, LV and RV were not cleanly separated. 

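LV replicates 2 and 3 joined first of all arrays, at a distance of 0.00892, and LV replicate 1 joined RV replicate 3 at 0.00988. These 4 arrays then took in RV replicate 1 (0.0177), LV replicate 4 (0.0197) and, last of the 7 ventricular arrays, RV replicate 2 (0.0239). The nearest array came from the same ventricle for 3 of the 4 LV arrays and for 1 of the 3 RV arrays. The mean distance between LV and RV arrays exceeded the mean distance within LV and RV by 0.00164, an excess that 4 of the 35 splits of these arrays into 4 and 3 reached (one-sided exact permutation test, p = 0.114). With 1 array left out, this LV and RV separation in Spearman distance was between -0.000327 (without LV replicate 2) and 0.00489 (without RV replicate 3). Of 2 alternatives chosen after the data were seen, it was 0.00253 after array row was removed from the log2 signals (one-sided exact permutation test, p = 0.0571) and 0.000834 with accessions without a symbol kept (one-sided exact permutation test, p = 0.371).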

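The 4 LA arrays joined one another at a distance of 0.0185. PV replicate 3 joined SA replicates 2, 3 and 4 at 0.0157, before SA replicate 1 did at 0.0196, and the other 3 PV arrays joined this group at 0.0206. LA joined PV and SA at 0.0237. The nearest array was of the same region for all 4 LA arrays and all 4 SA arrays, whereas 3 of the 4 PV arrays were nearest to an SA array. The mean distance between regions exceeded that within regions by 0.00816 for LA and PV, by 0.00699 for LA and SA and by 0.00333 for PV and SA. In each pair no other of the 35 splits of the 8 arrays gave as large an excess (one-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). LA had 3 arrays in the first row of a slide, against 1 of PV and 1 of SA. Its separation from them is thus partly confounded with array row, which was not removed for these pairs.

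In the limma fit of the 6 regions, 2185 genes differed between PV and LA, 1129 of them higher and 1056 lower in PV, and 578 differed between PV and SA, 442 of them higher and 136 lower in PV. The count for PV and SA depended on single arrays. It was 188 without PV replicate 4, 250 without SA replicate 1, 257 without SA replicate 3 and 305 without SA replicate 2, and 67 when only the 8 arrays of PV and SA were in the fit. With array row as a block, an alternative chosen after the data were seen, 598 genes differed between PV and SA and 1852 between PV and LA.

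*Mybpc1* was 7.75 ± 0.47 (SD, n = 4) in PV and not well above background on any SA array, at least 7.44-fold higher in PV. *Stmn2* was higher in PV than in SA by a log2 fold change of 3.77 (standard error 0.52, limma adjusted p = 0.00104) and *Nefm* by 3.55, and by 3.53 and 3.11 with the dim SA arrays, 2 for *Stmn2* and 3 for *Nefm*, at the lowest signal well above background, but neither passed the threshold with only the PV and SA arrays in the fit. Higher in SA was *Tgm1* (log2 fold change of PV against SA -1.96, adjusted p = 0.000404). Between PV and LA, *Actg2* (5.19, adjusted p = 1.19e-07), *Ucp1* (4.87, not past the threshold with only the PV and LA arrays in the fit) and *Npy* (4.83) were higher in PV, and *H19* (-4.86, adjusted p = 8.34e-05), *Abcg5* (-3.30) and *Drd4* (-3.15) in LA. *Abcg5* was well above background on 1 of the 4 PV arrays, and was higher in LA by 2.40 with the dim arrays at that lowest signal.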

LA, SA, and PV were roughly clustered (Figure 1B).

On the other hand, unlike experimental animals, for which we controlled for strain and age in months, the human RNA-seq data had sizable individual variability, and it was difficult to achieve statistically superior clustering with only three samples for each cardiac region. The expression pattern was roughly divided into ventricular and non-ventricular, and ventricles were not separated into LV and RV (Figure 1C). We challenged academic discovery by cross-platform analysis of these unpublished transcriptome data, which were acquired for several different research projects. 

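In the limma fit of the 6 rat regions, 85 of the 15875 genes differed between LV and RV, 49 of them higher in LV and 36 higher in RV, and 1735 genes had an unadjusted p below 0.05. The count was 42 without RV replicate 2, 46 without RV replicate 1 and 53 without LV replicate 2, and 12 when only the 7 ventricular arrays were in the fit. *Nppa* was 15.26 ± 0.83 (SD, n = 4) in LV and 10.63 ± 0.74 (SD, n = 3) in RV, a log2 fold change of 4.62 (standard error 0.73, limma adjusted p = 0.0036), which did not pass the threshold with the ventricular arrays alone. *Penk* was higher in LV by 4.40 (standard error 0.28, adjusted p = 5.65e-08) and *Tceal7*, well above background on 2 of the 3 RV arrays, by 3.46 (3.14 with the dim array at the lowest signal well above background). The log2 fold change of LV against RV was -2.42 for *Vsnl1*. For *Fgf7*, well above background on only 1 of the 4 LV arrays, the fitted value of -2.75 depends on noise, and RV was higher by 2.27 with the dim arrays at the lowest signal well above background. *Mettl24* was not well above background on any LV array and was at least 2.52-fold higher in RV. It was not called without RV replicate 2, without LV replicate 3 or in 2 of 15 other settings. Its log2 fold change was smallest, at -0.60, after normexp background correction, an alternative chosen after the data were seen.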

Samples were limited to LA, V, and SA; RA was not present in the rat microarray; LV and RV were computationally indistinguishable from the data in our possession. The specificity measure (SPM) values (see Section 2) were then calculated for each cardiac region (LA, V, SA) for a unified analysis of transcriptome data with different medians and units for expression levels. Cross-platform clustering of the SPM values of orthologous genes among mice, rats, and humans clustered the data by cardiac region rather than by platform (Figure 1D). Hierarchical clustering reflects the relative distance of relationships within the samples. In Figure 1A–C, the transcriptome sample in humans and rats did not separate well because the differences between regions were not very large compared to the differences between individuals. Our data processing method using SPM averages out the inter-individual differences, removes some of the platform differences and reflects the differences among regions in Figure 1D.

### 3.2. Interspecies Correlation of the Transcriptome

Figure 2 displays scatter plots visualizing the relationship of gene expressions for each animal pair. The upper three panels show the LA, the middle three panels show the V, and the lower three panels show the SA from left to right the gene expression relationships in mouse–rat, human–mouse, and human–rat. The transcriptome data demonstrated a moderate correlation with Spearman’s correlation coefficient of 0.53–0.63 among the species. The correlation between mice and rats, both of which are rodents, was relatively high, being more than 0.6 in each cardiac region. Although rodents and humans are different order animals, the correlation coefficients between LA and V transcriptomes were 0.56–0.58. It is noteworthy that the SA transcriptome showed a correlation coefficient of less than 0.55 between rodents and humans and had the largest species difference in the heart region analyzed in this study (Figure 2 bottom, Supplementary Table S1).

### 3.3. Identification of Cardiac Region-Specific Transcription Factors

By calculating the SPM value, we can identify the cardiac region-specific genes in each platform (i.e., each animal species). 762 LA-specific genes were identified in mice, 220 in rats, and 29 in humans (Figure 3A). 

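For the rat, 15562 genes that exceeded 4 on the log2 scale on at least 1 of the 15 arrays of LA, V (LV and RV) and SA were tested with limma's moderated F-test over the 3 regions, in place of the methods' analysis of variance, and Benjamini-Hochberg adjustment. The SPM threshold, the 95th percentile of SPM values after 1 permutation of the labels of each gene, was 0.615. Both criteria were met by 556 LA-specific genes, 3.57% of those tested. Of these, 487 were well above background on every LA array and 69 on some LA arrays. SA shared 107 of the LA-specific genes, and V shared 8. The alternative that moved the count most gave 105 among 5786 probes with Ensembl transcript accessions, none of which is a probe of the 15562 genes, tested by the methods' analysis of variance, and was chosen after the difference from the paper's counts had been seen. Among the alternatives set earlier, the count of LA-specific genes was between 479 with no filter on low values and 1042 with a filter for genes well above background.

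The named genes with the highest SPM in LA were well above background on every LA array and did not overlap with V or SA. *Sall1*, with an SPM of 0.830, was 7.17 ± 0.28 (SD, n = 4) in LA, 3.35 ± 0.76 (SD, n = 7) in V and 3.47 ± 1.56 (SD, n = 4) in SA (limma adjusted p = 0.000188). It was followed by *Mybpc1* (SPM 0.797), *Abcg5* (0.787), *Hapln1* (0.775) and *Sertm1* (0.775).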

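By the same 2 criteria, 842 of the rat genes tested were V-specific, 5.41% of them. Every V array was well above background for 681 of these genes, some V arrays for 159 and no V array for 2. The highest SPM was found for *Strit1*, at 0.906, whose signal was 13.06 ± 0.25 (SD, n = 7) in V and 5.05 ± 1.24 (SD, n = 4) in LA (limma adjusted p = 4.03e-10). *Strit1* was not well above background on any SA array. *Irx4* came next, followed by *Hpd* (SPM 0.842), *Fam81a* (0.831) and *Trim50* (0.822). *Hpd* was not well above background on any LA or SA array.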

748 V-specific genes were identified in mice, 355 in rats, and 21 in humans (Figure 3B). SA-specific genes were identified as 1220 in mice, 150 in rats, and 170 in humans (Figure 3C). 

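In the rat, 407 genes were SA-specific, 2.62% of those tested. Of these, 313 were well above background on every SA array, 86 on some and 8 on none, and 341 had their highest SPM in SA. With array row as a block, 373 of the 407 were still called. *Ucp1*, with an SPM of 0.877, was well above background on every SA array, with a mean of 11.85 in SA, and was 5.12 ± 1.44 (SD, n = 4) in LA and 3.97 ± 0.62 (SD, n = 7) in V (limma adjusted p = 4.37e-07), and it was also high in PA, at 12.18 ± 1.01 (SD, n = 4). *Rims2* (SPM 0.817) was not well above background on any V array, and *Slc36a2* (0.799) on no LA or V array. *Shox2* had the fourth-highest SPM, before *Tex26* (0.785). From the SPM and the adjusted p of each gene, the paper identifies the region-specific genes of each species and then compares them between species.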

The area-proportional Venn diagram in Figure 3 displays up to five transcription factors in each space, representing the specific genes of each animal species in each cardiac region. Some specific genes overlap between species; others do not. 

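In the rat, *Mybphl* was 16.86 ± 0.14 (SD, n = 4) in LA, 17.19 ± 0.07 (SD, n = 4) in SA and 6.39 ± 1.09 (SD, n = 7) in V. Its SPM was 0.677 in LA and 0.690 in SA (limma adjusted p = 3.62e-10), so that it met both criteria in each of these regions. On the V arrays it was between 5.59 and 6.32 apart from RV replicate 2, where it was 8.77. With SPM from linear signals, its SPM in LA was 0.625, below the threshold of that setting. *Igfbpl1* was 5.25 ± 0.41 (SD, n = 4) in LA, 4.38 ± 0.64 (SD, n = 7) in V and 3.50 ± 0.47 (SD, n = 4) in SA, and was well above background on 3, 4 and 1 of these arrays. Its SPM in LA was 0.683 (adjusted p = 0.00487), with LA replicate 2 at 4.64 and the other LA arrays between 5.42 and 5.50. It was not called after normexp background correction (SPM 0.583), an alternative chosen after the data were seen. *Kcnj3* was just above the threshold in LA (limma adjusted p = 7.79e-07) and, with an SPM of 0.614, just under it in SA. Its signals in these regions, 12.58 ± 0.30 and 12.45 ± 0.18 (SD, n = 4 each), overlapped. *Kcnj3* was not called in LA when accessions without a symbol were kept, which raised the threshold to 0.624.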

Three common LA-specific genes were identified across the species, *MYBPHL*, *IGFBPL1*, and *KCNJ3*; no transcription factors were among them (Figure 3A). 

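Of the LA transcription factors named for mice and rats and reported here, *Foxc1*, *Bnc1* (BCN1 in Figure 3A), *Sox5*, *Tbx5*, *Foxc2*, *Etv1* and *Zbtb7c* met both criteria in rat LA, 7 of 8, with SPM values between 0.617 (*Sox5*) and 0.696 (*Bnc1*). *Nr2f2* had an SPM of 0.609 in LA, under the threshold, and 0.603 in SA (limma adjusted p = 7.84e-09). It was called in LA after normexp background correction, with the filter for genes well above background, with a pseudocount of 16 and with SPM from linear signals. Some of the calls lay near the threshold. *Etv1* (0.624) was not called when accessions without a symbol were kept, and *Sox5* was not called in 4 settings, among them without LA replicate 3. *Sox5* was also called in SA.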

There were 99 LA-specific genes common to mice and rats, and among these, nine transcription factors that dominantly regulate LA gene expression were found, including *PITX2*, *FOXC1*, *BCN1*, *SOX5*, *TBX5*, *FOXC2*, *ETV1*, *NR2F2*, and *ZBTB7C*. Figure 3A highlights three transcription factors (*PITX2*, *FOXC1*, and *BCN1*) that commonly rank in the top five SPM values in mouse and rat LA. 

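Among these transcription factors, the SPM of *Foxc1* in rat LA was 0.649, below *Foxc2* at 0.658 and *Bnc1*. *Foxc1* was 11.13 ± 0.37 in LA and 9.05 ± 0.14 in SA (SD, n = 4 each) and 9.40 ± 0.20 (SD, n = 7) in V (limma adjusted p = 4.72e-07), and was highest in PA, at 13.04 ± 0.24 (SD, n = 4). *Bnc1* was 7.92 ± 0.43 in LA and 6.26 ± 0.45 in SA (SD, n = 4 each) and 5.25 ± 0.77 (SD, n = 7) in V (adjusted p = 0.000191).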

11 V-specific genes were identified throughout the species, of which *IRX5*, *IRX2*, and *HEY2* were transcription factors, and were considered to characterize the cardiac ventricle functionally or anatomically [38,39,40]. 

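In the rat, the SPM in V was 0.784 for *Irx2*, 0.721 for *Irx5* and 0.676 for *Hey2*. *Irx5* was 11.05 ± 0.58 (SD, n = 7) in V, 8.23 ± 0.21 (SD, n = 4) in LA and 6.70 ± 0.10 (SD, n = 4) in SA (limma adjusted p = 2.98e-08). *Irx2* was 8.81 ± 0.40 (SD, n = 4) in LV and 6.33 ± 0.55 (SD, n = 3) in RV, against 4.39 ± 0.75 in LA and 4.28 ± 0.70 in SA (SD, n = 4 each; adjusted p = 0.000557 over the 3 regions). *Hey2* was dimmer, at 5.54 ± 0.44 (SD, n = 7) in V, where it was well above background on 6 of the 7 arrays, 4.11 ± 0.16 in LA and 4.42 ± 0.56 in SA (SD, n = 4 each; adjusted p = 0.000708). *Hey2* was highest in PA, at 8.22 ± 0.12 (SD, n = 4).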

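*Irx4* had an SPM of 0.887 in rat V, with a signal of 12.06 ± 0.12 (SD, n = 7) in V and 5.20 ± 0.59 (SD, n = 4) in LA (limma adjusted p = 3.8e-12), and it was not well above background on any SA or PV array. *Ebf3* met both criteria with an SPM of 0.631. It was 6.50 ± 0.22 (SD, n = 7) in V, 5.86 ± 0.28 (SD, n = 4) in SA and 5.43 ± 0.29 (SD, n = 4) in LA (adjusted p = 0.000229). *Zscan20* was not analysed here.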

There were 81 V-specific genes common to mice and rats, of which three were transcription factors in *IRX4*, *ZSCAN20*, and *EBF3*. 17 SA-specific genes were common throughout the species, of which *SHOX2* and *HOXA2* were transcription factors. 

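*Shox2* was 11.08 ± 0.11 (SD, n = 4) in rat SA and 7.58 ± 0.29 (SD, n = 4) in LA, and was not well above background on any of the 7 V arrays. Its SPM in SA was 0.793 (limma adjusted p = 3.63e-09). *Hoxa2* was 8.66 ± 0.18 (SD, n = 4) in SA, 6.33 ± 0.42 (SD, n = 4) in LA and 6.39 ± 0.76 (SD, n = 7) in V, with an SPM of 0.694 (adjusted p = 0.00021). The spread of *Hoxa2* in V came mainly from RV replicate 2, at 7.95, with the other V arrays between 5.65 and 6.63. Both genes met the criteria in SA under all alternatives that were tried for them.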

Transcription factors strongly expressed in SA have been studied for nearly 20 years as genes controlling cardiac automaticity. Not only *SHOX2* [41,42] and *HOXA2* [43] but also *TBX18* [44,45,46,47], *ISL1* [48,49], *TBX3* [46,50,51], and *TBX5* [52] have been reported. In our analysis, there were 81 SA-specific genes common to mice and humans, including seven transcription factors such as *SHOX2* and *HOXA2*, and *TBX18* and *ISL1* (Supplementary File S1). 

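Of the transcription factors that Supplementary File S1 lists as SA-specific in mice and rats, the 5 reported here, *Gsc*, *Esr1*, *Tbx5*, *Hoxb4* and *Sox5*, met both criteria in rat SA. The SPM in SA was 0.771 for *Gsc*, 0.643 for *Esr1*, 0.625 for *Hoxb4* and 0.617 for *Sox5*. *Gsc* was dim, at 4.55 ± 0.75 (SD, n = 4) in SA, and was well above background on 1 of the 4 SA arrays and on no LA or V array. *Hoxb4* was 8.51 ± 0.05 (SD, n = 4) in SA, 7.25 ± 0.26 (SD, n = 4) in LA and 7.76 ± 0.31 (SD, n = 7) in V (limma adjusted p = 0.0002). *Esr1*, *Tbx5* and *Sox5* were LA-specific as well. *Sox5* was not called in SA in 7 settings, among them array row as a block and without LA replicate 4, SA replicate 2 or SA replicate 4.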

There were 80 SA-specific genes common to mice and rats, including six transcription factors (Supplementary File S1). There were 1075 mouse SA-specific genes not classified as human or rat SA-specific genes, 39 of which were transcription factors, and *TBX3* was among these 39 genes. *TBX5* was one of the atrium-specific genes common to mice and rats, as described above. 

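*Tbx5* had an SPM of 0.623 in rat LA and of 0.634 in SA (limma adjusted p = 1.92e-05), above the threshold in both. Its signal was 7.60 ± 0.38 in LA and 7.72 ± 0.49 in SA (SD, n = 4 each) and 5.59 ± 0.47 (SD, n = 7) in V, where LV replicate 4 was lowest, at 4.65. The call in SA held under all alternatives, but in LA *Tbx5* was not called without LA replicate 1 or without SA replicate 4, with accessions without a symbol kept, or with SPM from linear signals.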

Figure 4 plots the SPM values of these six transcription factors of interest in SA. Each axis of the 3D or 2D plot corresponds to the animal species from which the data originated, with the SPM values increasing from left to right or from bottom to top. Therefore, *SHOX2* in the upper right corner of the 3D plot in Figure 1A is a transcription factor with high SA specificity across species. Upon interpretation of the data, it is important to note that the selection of specific genes is based on an artificial threshold. Two continuous values, the *p*-value of ANOVA and the SPM value, are referenced to determine the threshold value. Not only *SHOX2* and *HOXA2*, which were selected as specific transcription factors by our criteria, but also *ISL1* satisfied the criteria for specific genes in terms of SPM value. 

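For *Isl1* the SPM in rat SA was 0.667, against 0.557 in V and 0.495 in LA. *Isl1* was well above background on 6 of the 23 arrays, which were all 4 PA arrays, 1 SA array and 1 PV array.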

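*Isl1* in the rat was 3.48 ± 0.47 (SD, n = 4) in SA, 2.58 ± 1.12 (SD, n = 4) in LA and 2.91 ± 0.35 (SD, n = 7) in V, and limma's adjusted p over the 3 regions was 0.249. In SA, replicate 2 was at 4.17 and the other arrays between 3.17 and 3.32. In LA, replicate 2 was at 4.21 and the other arrays between 1.83 and 2.46, and no LA array was well above background. Without LA replicate 2, *Isl1* had an SPM of 0.700 and an adjusted p of 0.00407 and met both criteria. Over all alternatives its adjusted p was between 0.00407 and 0.546, and no other alternative brought it under 0.05.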

The reason why *ISL1* cannot be concluded as an SA-specific transcription factor was due to its relatively low expression in rat SA, which failed to reach the threshold for the adjusted *p*-value (see Section 4). To confirm SA-specific transcription factors, quantitative PCR was performed using mouse samples. The relative PCR results in Figure 5 indicate how many times more than the ventricular expression level as an arbitrary unit. An analysis of variance accompanied by Tukey’s multiple comparisons test revealed that *Etv1* was predominantly expressed in LA and RA (*p* < 0.0001), while *Tbx3, Shox2*, and *Isl1* were predominantly expressed in SA (*p* < 0.0001). *Tbx5* was predominantly expressed in SA (*p* = 0.0002 vs. LA, *p* = 0.0032 vs. RA, *p* < 0.0001 vs. LV, RV). No significant differences in *Hoxa2* expression were observed.

### 3.4. Heart Region-Specific Genes across Species, and Ontology Analysis of Heart Region and Species-Specific Genes

By calculating SPM values, we identified three atrial-specific, 11 ventricular-specific, and 17 SA-specific markers displayed in Figure 6A–C, respectively. These include *MYBPHL*, a known atrial marker ([53], Figure 6A), and *MYL3*, a known ventricular marker ([54], Figure 6B), which may have found novel cardiac region-specific markers. 

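In the rat, all 3 genes of Figure 6A met both criteria in LA. Of the 11 genes of Figure 6B, the 9 that were matched to a symbol met them in V, with SPM values between 0.654 (*Lbh*) and 0.784. Of the 16 genes of Figure 6C reported here, the 14 that were matched met them in SA, with SPM values between 0.616 (*Olfml2b*) and 0.793. *Ky*, *Lrrc2*, *Tceal5* and *Sytl2* were not analysed here. The call of *Olfml2b* in SA was not firm and failed in 8 settings, 4 of which left out 1 array. *Rspo3* (0.692) was not called without SA replicate 2, without SA replicate 4 or with slide as a block. *Mapk10* had its higher SPM in LA, 0.703 against 0.635 in SA. *Adipoq* (0.730) was 9.35 ± 0.51 in SA and 7.57 ± 0.93 in LA, and was higher in PA, at 10.96 ± 0.43 (SD, n = 4 each).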

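*Myl3* was 18.18 ± 0.16 (SD, n = 7) in rat V, 13.44 ± 0.29 (SD, n = 4) in LA and 12.80 ± 0.18 (SD, n = 4) in SA, with an SPM of 0.700 in V (limma adjusted p = 1.75e-12). In PA its signal was uneven, with replicate 2 at 7.69 and the other 3 arrays between 10.96 and 11.61. *Mybphl* was also high in PV, at 17.32 ± 0.10 (SD, n = 4), and varied in PA, at 7.27 ± 1.84 (SD, n = 4).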

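On the rat arrays *Hcn4* was measured and met both criteria in SA, with an SPM of 0.637 (limma adjusted p = 0.000204), against 0.586 in V and 0.501 in LA. *Gap43* was 7.73 ± 0.05 (SD, n = 4) in SA, 6.46 ± 0.29 (SD, n = 4) in LA and 6.64 ± 0.43 (SD, n = 7) in V, with an SPM of 0.641 in SA (adjusted p = 0.000683). LA replicate 2 was at 6.03 and the other LA arrays between 6.57 and 6.67. *Gap43* was higher in PV than in SA, at 8.92 ± 0.45 (SD, n = 4).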

Unfortunately, *HCN4*, the most well-known marker of SA, was not on the mouse microarray chip and was therefore missing from our analysis; among the SA-specific genes, *GAP-43* is a marker of innervation in SA ([55,56]), suggesting similar innervation across species in SA. Ontology analysis revealed 70 ontologies that were cardiac region-specific and even species-specific (Supplementary File S2). 

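In the rat, *Kcna5* was 7.32 ± 0.35 (SD, n = 4) in LA, 7.55 ± 0.43 (SD, n = 4) in SA and 7.09 ± 0.77 (SD, n = 7) in V, differences smaller than the spread between arrays (limma adjusted p = 0.571). Its SPM was 0.577 in LA, 0.595 in SA and 0.559 in V. *Myot* had an SPM of 0.556 in LA and did not differ among the 3 regions either (adjusted p = 0.338). Within V, *Myot* was 8.50 ± 0.43 (SD, n = 4) in LV and 6.97 ± 0.32 (SD, n = 3) in RV.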

Three examples of these are displayed in Figure 7A–C. Among human atrial-specific genes, *MYOT* and *KCNA5* both have the function of binding to the actin skeleton (Figure 7A), and although *KCNA5* is often considered an atrial marker, it is not an atrial-specific gene in mice or rats in our analysis. 

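Of the receptors named for rat ventricles, 7 were matched to a symbol on the array, and 5 of these met both criteria in V, with an SPM of 0.695 for *P2ry10*, 0.684 for *Gpr65*, 0.641 for *Il18r1*, 0.622 for *P2ry2* and 0.621 for *Gpr176*. *P2ry10* was 5.37 ± 0.57 (SD, n = 7) in V and well above background on 4 of those arrays, 4.26 ± 0.23 in LA and 3.56 ± 0.44 in SA (SD, n = 4 each; limma adjusted p = 0.000384). *P2ry2* and *Gpr176* were not called when accessions without a symbol were kept. *Tlr2* had an SPM of 0.614, just under the threshold (adjusted p = 0.00105), and was 8.93 ± 0.30 (SD, n = 7) in V, 8.23 ± 0.36 in LA and 8.00 ± 0.05 in SA (SD, n = 4 each). It was called in 10 of the other settings, among them without LA replicate 1, RV replicate 1 or RV replicate 3. *P2ry13* did not differ among the regions (SPM 0.609, adjusted p = 0.210), but was called without SA replicate 1. *Cd247*, a lymphocyte marker that the paper does not name, was also higher in LV (9.31 ± 0.22) than in LA (7.76 ± 0.09; SD, n = 4 each). Most lymphocyte markers changed less. Of the 7 tested, 5 were higher in V than in LA, with a median log2 fold change of 0.21. *Gpr171* and *Il18rap* were not analysed here.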

In rat ventricles, P2Y receptors (*P2ry10*, *P2yr13*, *P2yr2*), Toll-like receptors (*Tlr2*), G protein-coupled receptors (*Gpr171*, *Gpr65*, *Gpr176*), and IL18 receptors seem to be selectively expressed (Figure 7B). 

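In the rat, *Hcn2* was 7.70 ± 0.17 (SD, n = 7) in V, 6.07 ± 0.24 (SD, n = 4) in SA and 4.68 ± 0.97 (SD, n = 4) in LA, where it was well above background on 3 of the 4 arrays. Its SPM was 0.709 in V and 0.559 in SA (limma adjusted p = 9.32e-06), so that it met both criteria in V and not in SA.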

Although *HCN4*, an essential marker of SA, was dropped from the analysis as previously mentioned above, *HCN2* was a mouse-selective SA-specific gene (Figure 7C).

## 4. Discussions

### 4.1. Major Findings

This is the first study to analyze the transcriptomes of three separate cardiac regions in three different animal species. SPM values are a powerful normalization method, enabling region-specific gene analysis on cross-platform (Figure 1). The transcriptome, a comprehensive set of gene expression data, showed moderate correlation across species, but among the cardiac regions, SA showed the largest species differences (Figure 2, Supplementary Table S1). Therefore, we attempted to identify SA-specific transcription factors as a model for identifying special genes by cross-platform analysis using SPM values. Although transcription factors that characterize the SA function have been intensively investigated for a couple of decades, these studies technically had to take into account the differences among animal species. For examples, *TBX18* [44,45,46,47], *TBX3* [46,50,51], and *TBX5* [52,57,58] have been repeatedly reported as important transcription factors characterizing SA. *Tbx18* is identified by in situ hybridizations from the superior vena cava to 75% of the SA head, and *Tbx5* is expressed throughout the SA at 14.5 days of mouse embryonic development. Gene deletion of *Tbx18* results in abnormal SA morphology, while knockout of *Tbx3* results in no abnormal morphology but *Cx40* and *Cx43* gene, unrequired for SA function, is expressed in mice [46]. In 2013, Kapoor et al. selected *Tbx18* among five transcription factors, including *Shox2*, *Tbx3*, and *Tbx5*, as a transcription factor with a potent ability to form cardiac rhythm in screening using cultured cardiac cells [47]. They reported that the transfection of *Tbx18* can convert quiescent cells into pacemaker cells, and the *Tbx18* transfection strategy is becoming the basis of bioengineering to create bio-pacemakers [45]. *Tbx3* is believed to be important for the functional maturation of SA, as ectopic arrhythmias occur in conditionally knockout mice [51], and pacemaker currents are observed when *Tbx3* is overexpressed in stem cells [50].

*TBX5* is a transcription factor that regulates the electrical conduction system, rather than an SA-specific transcription factor. In human disease [57] and mouse models of *TBX5* deficiency [52,58], the PR interval on electrocardiogram is prolonged.

On the other hand, these three T-box transcription factors did not correspond to SA-specific genes in our criteria (Figure 3C and Supplementary File S1). *Tbx18* did not have a high enough SPM value in rat SAN, and *TBX3* did not have a high enough SPM value in both rat, and human SA. 

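In rat SA the SPM of *Tbx18* was 0.593 and that of *Tbx3* 0.605, both under the threshold. *Tbx18* was 10.36 ± 0.19 in LA and 9.86 ± 0.32 in SA (SD, n = 4 each) and 8.48 ± 0.41 (SD, n = 7) in V, and met both criteria in LA, with an SPM of 0.623 (limma adjusted p = 1.13e-05). The difference between SA and LA, a log2 fold change of -0.50, did not pass the threshold in the fit of all 6 regions (adjusted p = 0.0563), but did in 9 other settings, 6 of which left out 1 array. *Tbx18* was highest in PA, at 11.90 ± 0.29 (SD, n = 4). *Tbx3* was 10.40 ± 0.11 in SA and 9.20 ± 0.59 in LA (SD, n = 4 each) and 10.12 ± 0.31 (SD, n = 7) in V, an adjusted p of 0.00313 over the 3 regions. SA was above LA by a log2 fold change of 1.20 (adjusted p = 0.00102) and did not differ from the ventricles (0.31, adjusted p = 0.282). *Tbx3* was called in SA in 4 settings: normexp background correction, the filter for genes well above background, a pseudocount of 16, and SPM from linear signals. Its dimmer probe taken alone, among 41366 probes, had an SPM of 0.643 in SA, above the threshold of 0.624 for single probes (adjusted p = 1.66e-05).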

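Between SA and LA, *Tbx5* in the rat did not differ, with a log2 fold change of 0.13 (standard error 0.33, limma adjusted p = 0.859 in the fit of the 6 regions), and PV was at the same level, at 7.87 ± 0.26 (SD, n = 4). SA was above the ventricles by 2.11 (adjusted p = 1.45e-05) and above PA by 2.34 on the log2 scale (PA against SA, -2.34, adjusted p = 3.99e-06).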

*TBX5* probably underlies the entire supraventricular area of the heart rather than the SA-specific (Figure 3C and Figure 5).

Interestingly, these T-box genes (*TBX18*, *TBX3*, and *TBX5*) exceed the criteria in mouse SA. In other words, our analysis reproduces the results of previous studies while at the same time suggesting that the previous studies have relied on mouse data. In our cross-species analysis, the only SA-specific transcription factors that are common across species are *SHOX2* and *HOXA2*, and the importance of *SHOX2* exceeds that of other transcription factors, especially given its high SPM value (Figure 3C and Figure 4, and Supplementary File S1). The SPM value is indicated as a measure of the degree of regional specificity. With this value, new candidate markers for atria, ventricles, and SA are shown in Figure 6. It is expected to be utilized in future studies. *KCNA5*, previously considered an atrial-specific ion channel [59], is an example. This gene is supposed to be a human-only atrial marker (Figure 6A). It is thought that the difficulty in developing atrial antiarrhythmic drugs targeting *KCNA5* is due to the fact that different K^+^ channels from *KCNA5* are the main source of outward current in experimental animals such as rats and mice [18].

### 4.2. Priority of SHOX2 over HOXA2 and ISL1

*SHOX2* is highly expressed in SA compared to other cardiac regions in every species, and both the ANOVA and SPM values strongly suggest its SA-specificity. 

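Over the 6 rat regions, *Shox2* in SA exceeded LA by a log2 fold change of 3.50 (standard error 0.28, limma adjusted p = 2.47e-07), with every SA array above every LA array. Against LV and RV only bounds can be given, at least 92.7-fold and at least 99.5-fold. In the fit of the 15 arrays of LA, V and SA, the difference between SA and LA had an adjusted p of 5.49e-05.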

*Shox2* was first reported as a transcription factor for SA differentiation 15 years ago. In situ hybridization identified *Shox2* as being expressed locally in the SA region, and *Shox2* knockout mice express *Nkx2.5*, a transcription factor required for differentiation of the working cardiac muscle, rather than SA, and promote expression of *Cx40* and *Cx43*, which interfere with SA function [41]. As a result, regular heartbeat is impaired in *Shox2* knockout mice in vivo [42]. In humans, mutations that disrupt *SHOX2* function also affect heart rhythm and are inherited as familial atrial fibrillation [60]. Our analysis reinforces that *Shox2* is a critically important gene for the healthy heartbeat. On the other hand, the calculation results concerning *HOXA2* and *ISL1* are not assured of reproducibility in the present analysis alone. *HOXA2* exhibits high SPM values in rat and human SA but only marginally above the threshold in mouse SA (Figure 4). In addition, significantly high expression in SA of this gene could not be confirmed by RT-PCR. It is not easy to define *HOXA2* as a common SA-specific transcription factor from our study. 

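*Hoxa2* has 2 probes on the rat array. Taken singly, the probe whose values Supplementary File S3 prints had an SPM of 0.764 in SA (limma adjusted p = 0.0275 among all probes), and the brighter probe 0.701 (adjusted p = 8.5e-07). On RV replicate 2 the probe of Supplementary File S3 was at 7.95, with the other V arrays between 2.41 and 4.63, whereas the brighter probe was at 6.06 there, within its range of 5.65 to 6.63 on the other V arrays.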

The number of samples and selected cardiac regions varies from experiment to experiment, and the threshold of the SPM value can change in future studies. *Hoxa2* has been previously mentioned once in other SA transcriptome analyses [43] and has rarely been studied as a gene involved in the cardiac beating. The function and locational information of *HOXA2* in the heart may be a research topic for future studies. *ISL1* had a high SPM value in SA in all species (Figure 4). 

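In rat SA, the SPM of *Isl1* over the alternatives lay between 0.598 and 0.745, and it was above the threshold of its setting in each except with a pseudocount of 16, where it was 0.598 against 0.599. With a filter for genes well above background on every array of a region, *Isl1* was not tested.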

In 2013, *Isl1* was identified as a binding target of *Shox2* [61]. Two years later, using a combination of genetically engineered mice and high-throughput analysis, two teams reported that *Isl1* is a genetic marker for SA and is involved in SA function [48,49]. *Isl1* may play a role in the maintenance of SA function comparable to *Shox2*. However, this well-known gene was not qualified as an SA-specific transcription factor in the current study because, as shown in Supplementary File S3, *ISL1* is not significantly higher in the rat expression intensity data. Furthermore, it is interesting that *HOXA2* and *ISL1* are most highly expressed in the pulmonary artery (PA), which is an extracardiac tissue (Supplementary File S3). 

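In the fit of the 15 rat arrays of LA, V and SA, *Isl1* in SA exceeded LA by a log2 fold change of 0.90 (standard error 0.44, limma adjusted p = 0.209) and V by 0.57 (standard error 0.39, adjusted p = 0.318). In the fit of all 6 regions, the difference from LA passed the threshold after normexp background correction and without LA replicate 2, and in no other setting. Most of these values lie below the level at which a spot is well above background, where the log2 scale follows noise.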

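In the rat, *Hoxa2* was 11.74 ± 0.12 (SD, n = 4) in PA, above SA by a log2 fold change of 3.08 (standard error 0.29, limma adjusted p = 2.03e-08) and above the mean of the other 5 regions by 4.50 (adjusted p = 9.33e-13). *Isl1* was 8.37 ± 0.15 (SD, n = 4) in PA, in limma above SA (adjusted p = 7.21e-09) and above the other 5 regions (adjusted p = 4.57e-11). It was well above background on only 1 of the 4 SA arrays and 2 of the 19 arrays outside PA, so that the size of these differences depends on noise. With the dim arrays at the lowest signal well above background, the log2 differences were 3.42 and 3.82, and the log2 fold changes after normexp correction, chosen after the data were seen, were 2.14 for Isl1 PA versus SA and 2.34 for Isl1 PA versus heart. For both genes, every PA array lay above every array of the other regions.

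**Figure D2:**
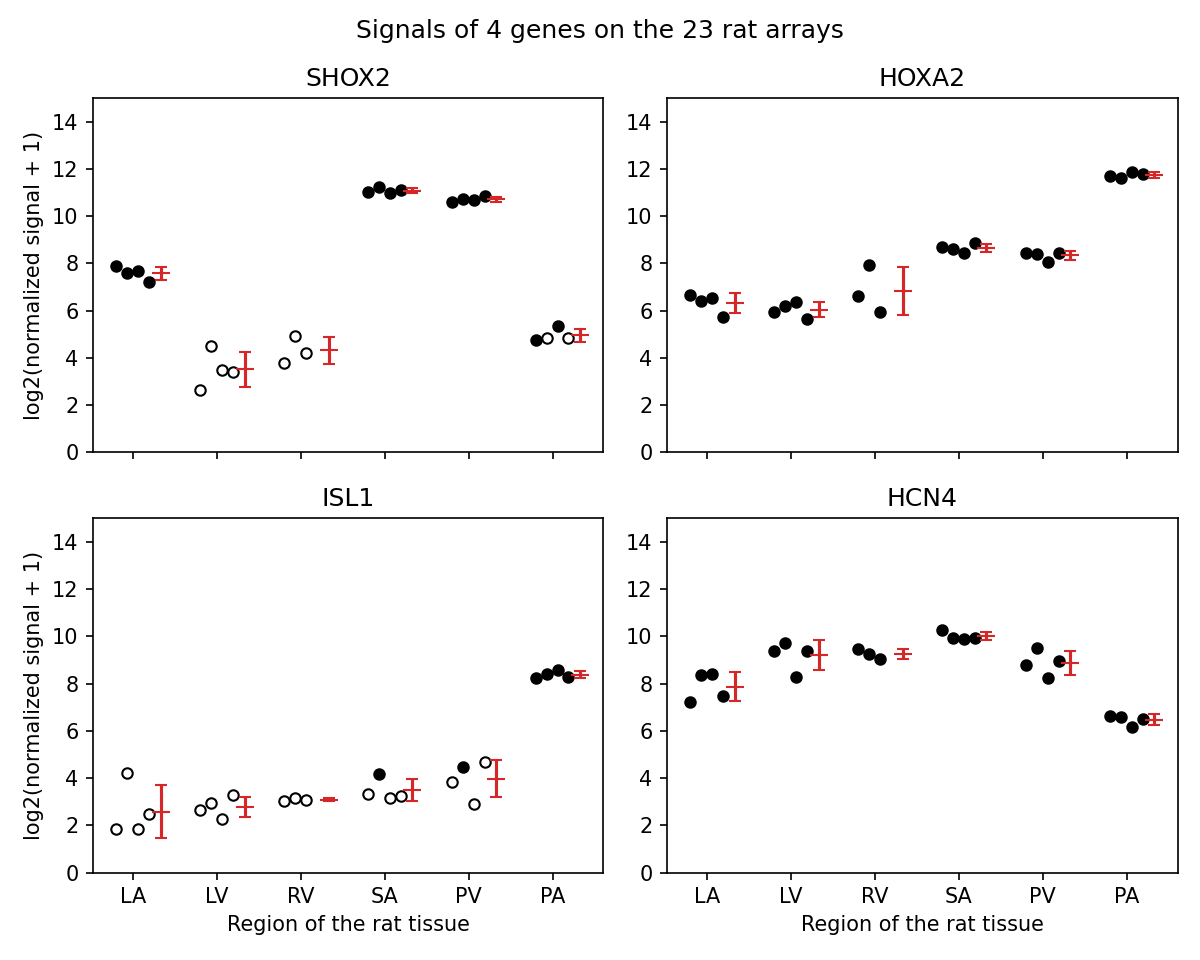
Signals of SHOX2, HOXA2, ISL1 and HCN4 on the 23 rat arrays, as log2(normalized signal + 1) (y axis) by region (x axis), with a point per array, filled where the gene was well above background, and bars for the mean ± SD of each region. HOXA2 and ISL1 are highest in PA, at means of 11.74 and 8.37, SHOX2 is highest in SA and PV, and HCN4 is highest in SA.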

Since the pulmonary artery is part of the secondary heart field in early development, *HOXA2* and *ISL1* may be genes whose expression was suppressed as the heart field differentiated [62,63]. In contrast, *SHOX2* was specifically and strongly expressed in the regions responsible for cardiac automaticity, including SA and pulmonary veins [64,65].

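*Shox2* was 10.71 ± 0.11 (SD, n = 4) in rat PV, and every SA array was above every PV array. The log2 fold change of PV against SA, -0.37, did not pass the threshold (standard error 0.28, limma adjusted p = 0.582). That standard error comes from a spread shared by all regions. *Shox2* varied more in LV (SD 0.75, n = 4) and RV (SD 0.57, n = 3), where it was not well above background, than in SA (SD 0.11, n = 4). The test thus does not show that PV and SA are at the same level. None of 15 alternatives, among them only the PV and SA arrays in the fit, brought the difference past the threshold. PV exceeded LA by 3.13 (adjusted p = 7.85e-07) and the ventricles at least 74.3-fold. In PA, *Shox2* was 4.95 ± 0.27 (SD, n = 4), well above background on 2 of the 4 arrays, with replicate 3 at 5.35 and the others between 4.77 and 4.84. Of the log2 difference between SA and LA, PV showed 0.895 for *Shox2*, and a median of 0.862 for 152 other SA-specific genes that are higher in SA than in LA.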

### 4.3. Validation of Our Analysis from Other Transcriptome Analysis

We checked the previous bulk-RNA-seq data set (GSE112339), which measured the transcriptome of human LA, LV, RV, and RA [33]. We compared the mean expression values of each region between our study and this previous study (Supplementary Figure S3). Spearman’s correlation coefficients are all greater than 0.9 (0.91 in LA, 0.90 in LV, 0.94 in RV, 0.93 in RA), indicating that although the sample size of our data is relatively small, it is sufficiently representative of previous data to be considered reliable. Recently, single-cell genomics analysis has become more prevalent in genomics analysis. Single-cell RNA-seq (scRNA-seq) data can provide information on cellular heterogeneity and quantify the cellular subset [66]. For example, the scRNA-seq study for the human heart reported V-common transcription factors *IRX5 and HEY2* as the transcription factors enriched in ventricular cardiomyocytes [67] as the same as our results. From a future perspective, it would be interesting to expand our computational workflow to single cell RNA-seq data and perform interspecies comparisons of heart single cell expression profiles. Such analysis may lead to further findings on the mechanisms behind the region-specific genes and heart biology interspecies differences.

### 4.4. Limitations

The present analysis is methodologically indirect since the raw data were normalized in multi-steps. The selection criteria for statistically significant specific genes were arbitrarily determined with consulting distributions of expression levels. For example, even though *TBX3* has recently been reported to be an important transcription factor for SA function in humans as well as mice [43], our analysis did not detect this gene as an SA-specific transcription factor. As such, our artificial threshold settings have limitations, and even if we fail to detect a gene as specific, the analytic results will not be universally reproduced. Despite this, the PCR data and the literature seem to support the certainty of our analysis to some extent, and the priority of *SHOX2* as SA-specific transcription factor may be established. Our strategy of using SPM values to identify unique genes is beneficial as long as we are aware of the limitations. From our view, the major limitation in the current study is that the number of the region-specific genes were small in humans. The cause could be the more considerable genetic or environmental diversity compared to laboratory animals, in addition to the limited sample size of human data, which leads to low detection power in human region-specific gene analysis. 

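In the rat, limma's adjusted p over LA, V and SA was below 0.05 for 6426 of the 15562 genes tested, or 41.3%. With 1 array left out at a time, the share was between 37.4% and 41.9%. Among the other alternatives for the share of genes differing among LA, V and SA (percent), it was highest, at 53.3%, with the filter for genes well above background. It was lowest, at 23.1%, among the probes with Ensembl transcript accessions, a separate set from the probes of these genes and an alternative chosen after the paper's values had been compared.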

The region-specific genes with adjusted *p*-value < 0.05 were 43% in mice, and 36% in rats, compared to 6% in humans. In the case of human data analysis, the variation due to genetic or environmental effects is more significant than that of laboratory animals. Therefore, the detection power in the human data set would be smaller than laboratory animals, and the analysis of human samples requires a larger sample size than the analysis of laboratory animal samples to obtain the same detection power. Our analysis possibly did not contain enough region-specific human genes. In addition, because we limited our analysis to genes that are orthologous among the three species, we ignored genes expressed in mice and rats that are not orthologous. In other words, genes that are genuinely selective for mice and rats have been omitted. Furthermore, microarray platforms often do not carry determinant genes, and the absence of *HCN4* in the mouse array in our analysis damages the reliability of the SA data.

### 4.5. Future Perspectives

We identified species-dependent or cross-species information in the present study by comprehensively analyzing species differences in three cardiac regions. Such methods for refining information on genes of interest are not only species difference-based analyses but have also been used in previous analyses based on differences among animal strains. For example, Swindell et al. conducted the comparative transcriptomes between calorie-restricted and control mice using several strains of mice and reported the genes that respond in a strain-specific manner [68]. Another genomics study has reported the vital conservation of RNA editing sites among mouse strains, including wild-derived strains [69]. Such strain comparisons for the heart region-specific genes are a candidate application of the computational approach used in this study as a future perspective because it is already known that there are differences in heart size and function between strains of mice or rats. In a study comparing eight strains of mice, three strains had significantly reduced cardiac function after ex vivo ischemia, while two of these strains had significantly preserved cardiac function during in vivo acute hypoxia [70]. Twenty-three strains and a four-way crossbred strain of rats were examined for heart weight, and the strain differences in heart weight were significant, with the degree of genetic determination estimated to be 65% to 75% [71]. These differences between strains may be attributable to differences in genetic background. Considering that our analysis resulted in greater power to detect specific genes in laboratory animal samples than in human samples, it may be meaningful to identify common genes and strain-dependent genes based on strain differences.

## 5. Conclusions

In this study, we reanalyzed unpublished transcriptome data from three different platforms and employed the method of calculating the SPM values to examine species differences in transcriptomes from different cardiac regions. The analytic results were sufficiently robust to include findings that challenge existing knowledge. *TBX18*, *TBX3*, and *ISL1*, which were previously thought to be sinus node (SA)-specific transcription factors, are not classified as SA-specific transcription factors in humans or rats, and *SHOX2* and *HOX2A* are common SA marker candidates across species. In particular, the predominance of *SHOX2* as an SA-specific transcription factor was definitive. It was strongly likely that this transcription factor was essential for inducing biological pacemakers from stem cells. Thus, the identification of specific genes using SPM values can reveal tissue-specific and animal species-dependent genes. Novel cardiac region-specific genes may have been discovered in our study. It, thus, was suggested that what had been previously thought to be atrial and SA markers may be restricted to animal species such as humans and mice.

## Figures and Tables

**Figure 1:**
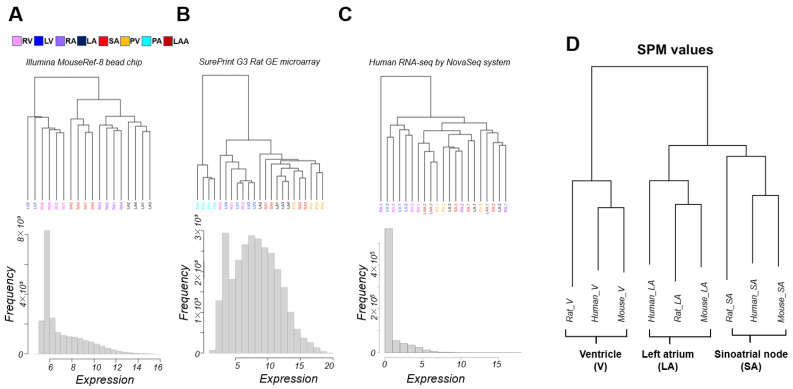
The clustering for the transcriptome samples and the distributions of expression intensity of gene expression intensities for mouse (**A**) and rat (**B**) array data (Illumina bead chip or SurePrint GE microarray) and (**C**) human RNA-seq data. (**D**) Interspecies comparisons of transcriptome data were performed using human gene ortholog relationships. For each gene, differences in expression levels between sites were tested by analysis of variance (ANOVA), and *p* values were calculated. For each gene, the site-specificity of the three sites was calculated as the specificity measure (SPM) value. Most of the analysis was performed on a single platform by SPM values. The results of hierarchical clustering of SPM values for site-specificity. Human genes with orthologs in mice and rats were targeted. The analysis was limited to the left atrium (LA), ventricles (V) (right ventricle (RV), and left ventricle (LV) data were combined), and sinoatrial nodes (SA), which are cardiac regions that are common in the transcriptome data. LAA; left atrial appendage, RA; right atrium, PA; pulmonary artery, PV; pulmonary vein. Each cardiopulmonary region is color-coded, with a corresponding panel in (**A**).

**Figure 2:**
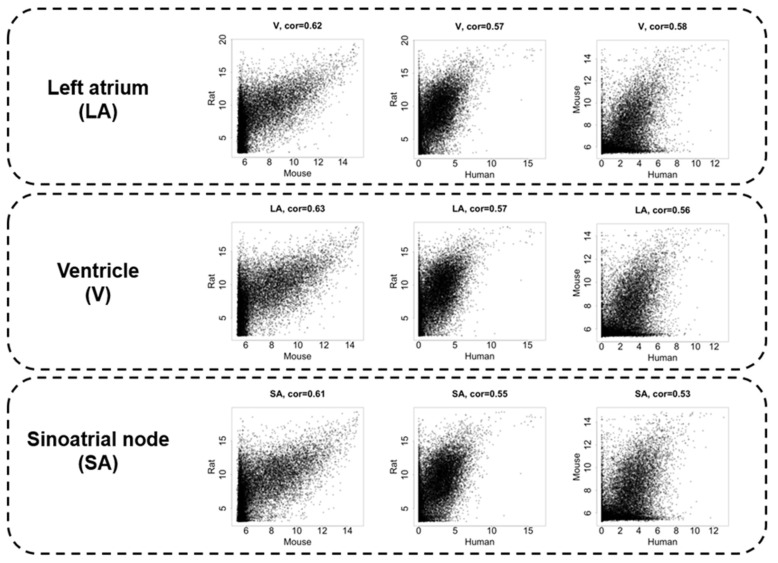
The expression intensity correlations between species are compared in the left atrium (LA), ventricle (V), and sinus node (SA), in order from top to bottom. The leftmost panels show the correlation between mice and rats, the middle panels show the correlation between rats and humans, and the rightmost panels show the correlation between humans and mice. Spearman’s correlation coefficient is displayed at the top of each graph.

**Figure 3:**
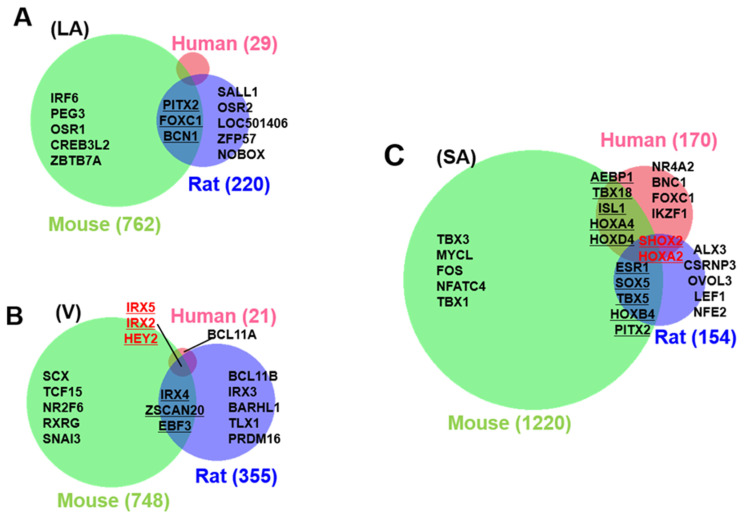
Cardiac region-specific genes. The number of left atrial (LA, (**A**)), ventricular (V, (**B**)), and sinoatrial node (SA, (**C**)) specific genes selected based on SPM values are indicated by numbers in parentheses beside the area-proportional Venn diagram. Animal species are color-coded as human (pink), mouse (green), and rat (blue). Transcription factors are shown as representatives of specific genes, with a maximum of five top-ranked transcription factors in each space. The rank is determined by the magnitude of the SPM value. Specific transcription factors that are conserved across more than two species are underlined; specific transcription factors that are conserved among the three species are shown in red.

**Figure 4:**
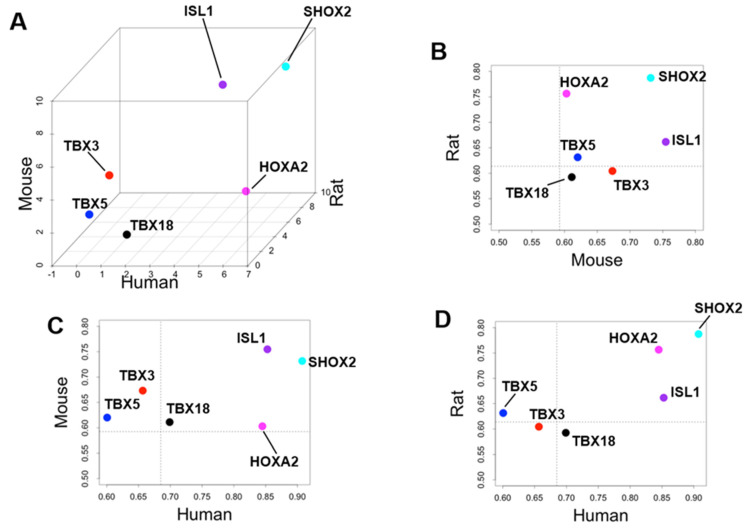
Specificity of six selected transcription factors with respect to sinoatrial nodes across three animal species. (**A**) Plot of z-score normalized specificity measure (SPM) values for three animal species: human on the *x*-axis, rat on the *y*-axis, and mouse on the *z*-axis. Scatter plots showing the relationship between (**B**) mouse–rat, (**C**) human–mouse, and (**D**) human–rat raw SPM values. The dotted lines indicate the threshold SPM values for specificity in this study. *SHOX2*, *HOXA2*, and *ISL1* exceed the threshold values in all species. *SHOX2*, *HOXA2*, and *ISL1* exceed the threshold values in all species.

**Figure 5:**
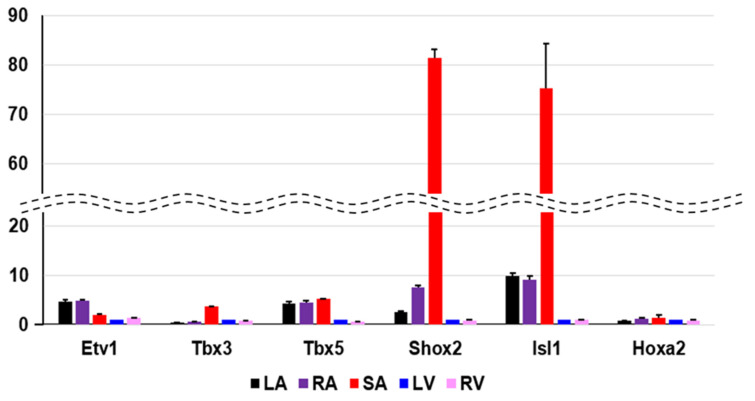
Quantitative PCR validation of selected transcripts. The PCR result measures the expression of the ventricle with arbitrary unit 1, and shows how many times more than the expression of the ventricle. In our transcriptome analysis, *Etv1* is atrium-specific, *Tbx3*, *Shox2* and *Isl1* are SA-specific genes in mice. With respect to *Hoxa2*, our specificity measure (SPM) criteria could not be confirmed. Each heart region is color-coded at the bottom. LA; left atrium, RA; right atrium, SA; sinoatrial node, LV; left ventricle, RV; right ventricle.

**Figure 6:**
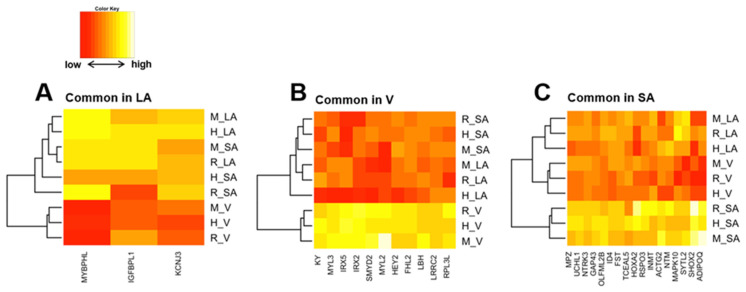
(**A**) is a heat map of z-score normalized SPM values in left atrial (LA)-specific genes that are common across species. Similarly, (**B**,**C**) show ventricle-specific gene groups and sinoatrial node (SA)-specific gene groups, respectively.

**Figure 7:**
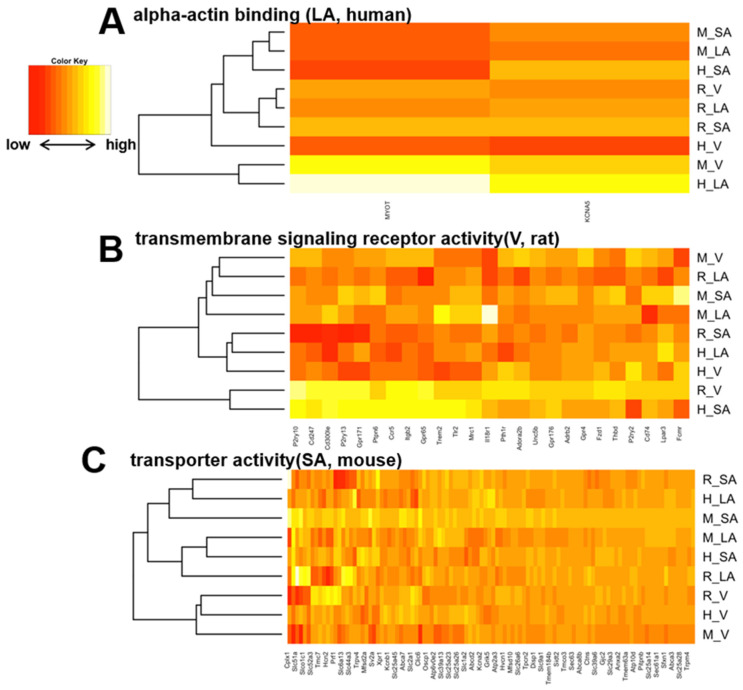
(**A**), A heat map of the human-selective LA-specific genes with the representative enriched gene ontology. Similarly, (**B**,**C**) show representative rat ventricle-specific ontologies and mouse SA-specific ontologies, respectively.

## Data Availability

The analytic results in this study are available on a request basis. All transcriptome data that we analyzed in the current study are uploaded into the GEO database. GSE200326, GSE203369, and GSE203367 are accession numbers for mouse Illumina array, rat Agilent SurePrint array, and human RNA-seq of heart transcriptome, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom12060859/s1, Figure S1: Preparation of mouse sinoatrial node; Figure S2: Validation of SA node isolation technique; Figure S3: Validation of our human RNA-seq data by another study; Table S1: Correlation coefficient of transcriptomes among species; File S1: Sinoatrial node-specific transcription factors among species; File S2: Cardiac region-specific and species dependent ontologies. File S3: Rat microarray raw intensity data for six transcription factors. 

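Supplementary File S3 gives 138 values, 1 for each of the 6 transcription factors on each of the 23 rat arrays, on the linear scale after the 90 percentile normalization. All 138 lie within 0.05 of the deposited normalized intensities of the same probe and array. Each gene is represented by 1 probe, although *Shox2*, *Hoxa2*, *Tbx18* and *Tbx3* have 2 probes that were matched to their symbols.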

Reference [72] is cited in the Supplementary Materials.

# Supplementary material for: Comparative Study of Transcriptome in the Hearts Isolated from Mice, Rats, and Humans
**Source:** Biomolecules. 2022 Jun 20;12(6):859. doi: 10.3390/biom12060859
**Supplement:** Supplementary file 1

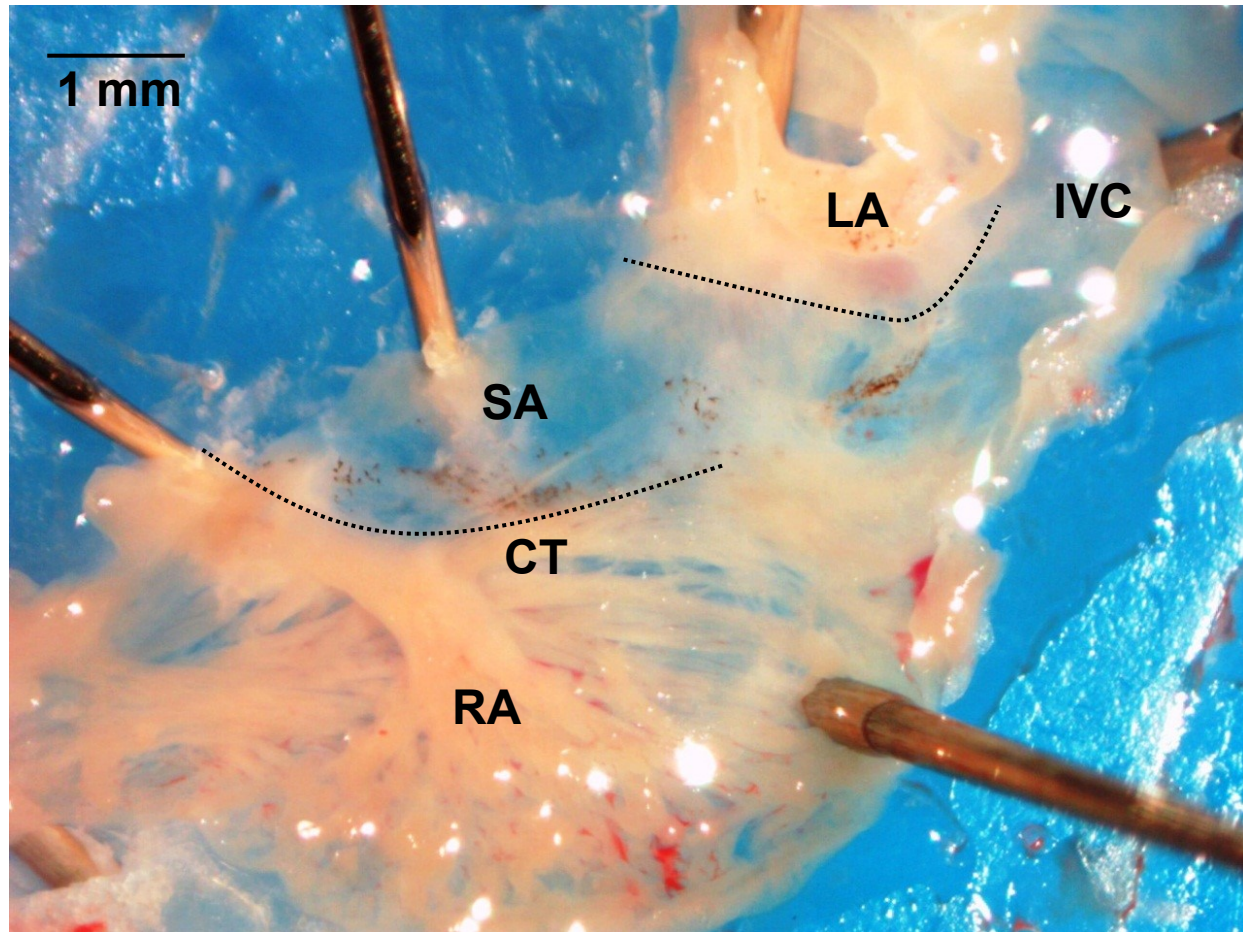

**Supplementary Figure S1.** The mouse sinoatrial node (SA) was acutely isolated according to classical landmarks (CT; crista terminalis, LA; left atrium, IVC; inferior vena cava, and RA; right atrium) [1].

[1] Aziz, Q.; Nobles, M.; Tinker, A. Acute Isolation of Cells from Murine Sino-atrial Node. *Bio Protoc.* **2020**, *10*, e3477. <https://doi.org/10.21769/BioProtoc.3477>.

**A**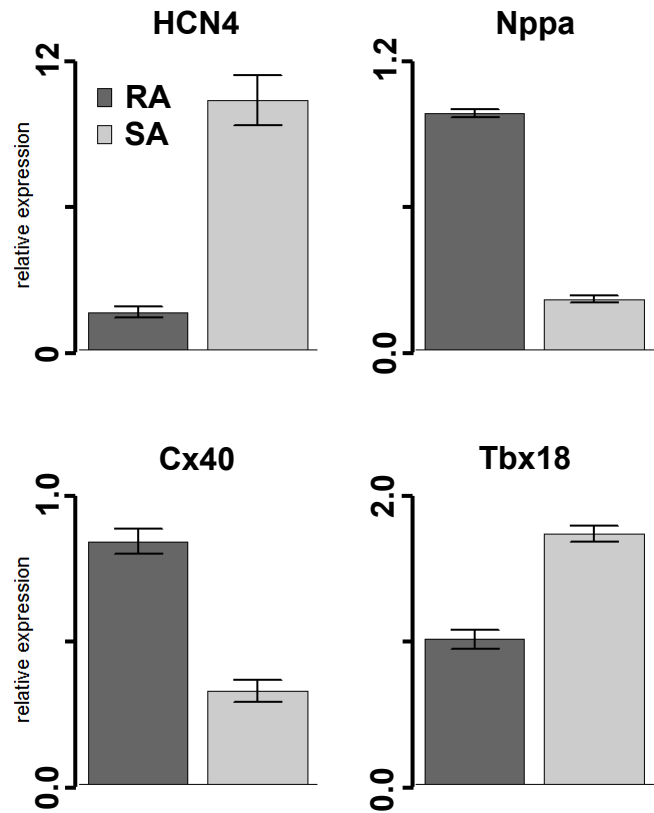**B**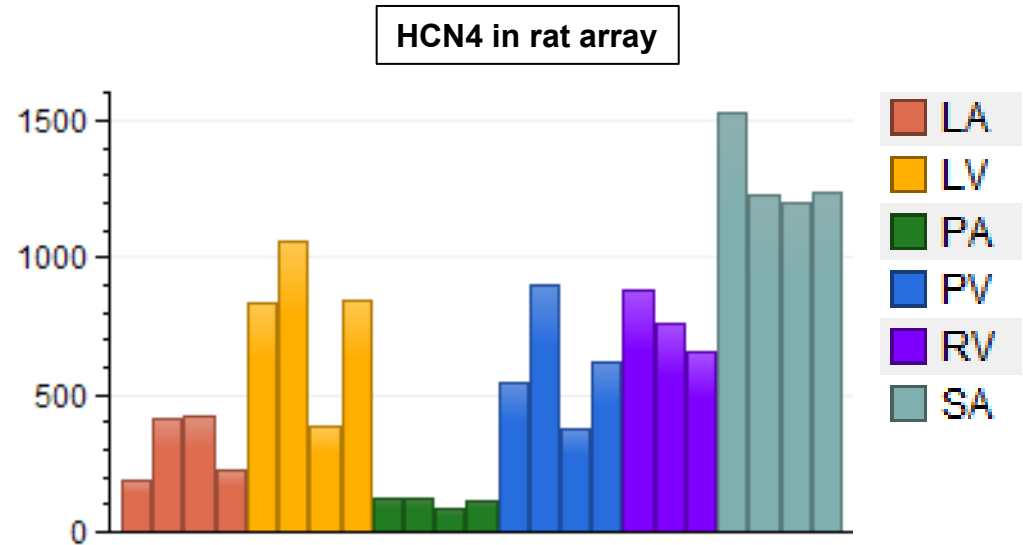

**Supplementary Figure S2.** Confirmation of sinus node (SA) isolation method (A), Quantitative PCR in mice confirms our SA isolation method. The right atrium (RA) and SA were sectioned at the border and the expression levels of HCN4, Nppa, Cx40, and Tbx18 in both tissues were compared; the RA expression levels were used as a unit; HCN4 and Tbx18 are markers of SA, while Nppa and Cx40 are markers of RA. (B), Expression of HCN4 in the Agilent rat array data. LA; left atrium, LV; left ventricle, PA; pulmonary artery, PV; pulmonary vein, RV; right ventricle.

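In the rat arrays, *Hcn4* was 10.01 ± 0.16 (SD, n = 4) in SA, with replicate 1 at 10.25 and the others between 9.90 and 9.95. It was 9.19 ± 0.63 (SD, n = 4) in LV, 9.24 ± 0.21 (SD, n = 3) in RV, 8.86 ± 0.51 (SD, n = 4) in PV, 7.87 ± 0.60 (SD, n = 4) in LA and 6.47 ± 0.22 (SD, n = 4) in PA. Every SA array lay above every array of each of the other regions. SA exceeded LA by a log2 fold change of 2.14 (standard error 0.30, limma adjusted p = 9.33e-05) and the mean of both ventricles by 0.79 (standard error 0.27, adjusted p = 0.0341). The difference from the ventricles no longer passed the threshold when any 1 of 7 arrays was left out, or with slide or array row as a block. Against LV alone it was 0.82 (adjusted p = 0.0543, but past the threshold in 11 other settings, 5 of which left out 1 array) and against RV alone 0.76 (adjusted p = 0.111). The log2 fold change of PV against SA was -1.15 (adjusted p = 0.0419), and passed the threshold with 15 of the 23 arrays left out in turn but not with the other 8. It also did not pass in 4 of 15 alternatives that kept all arrays or changed the processing.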

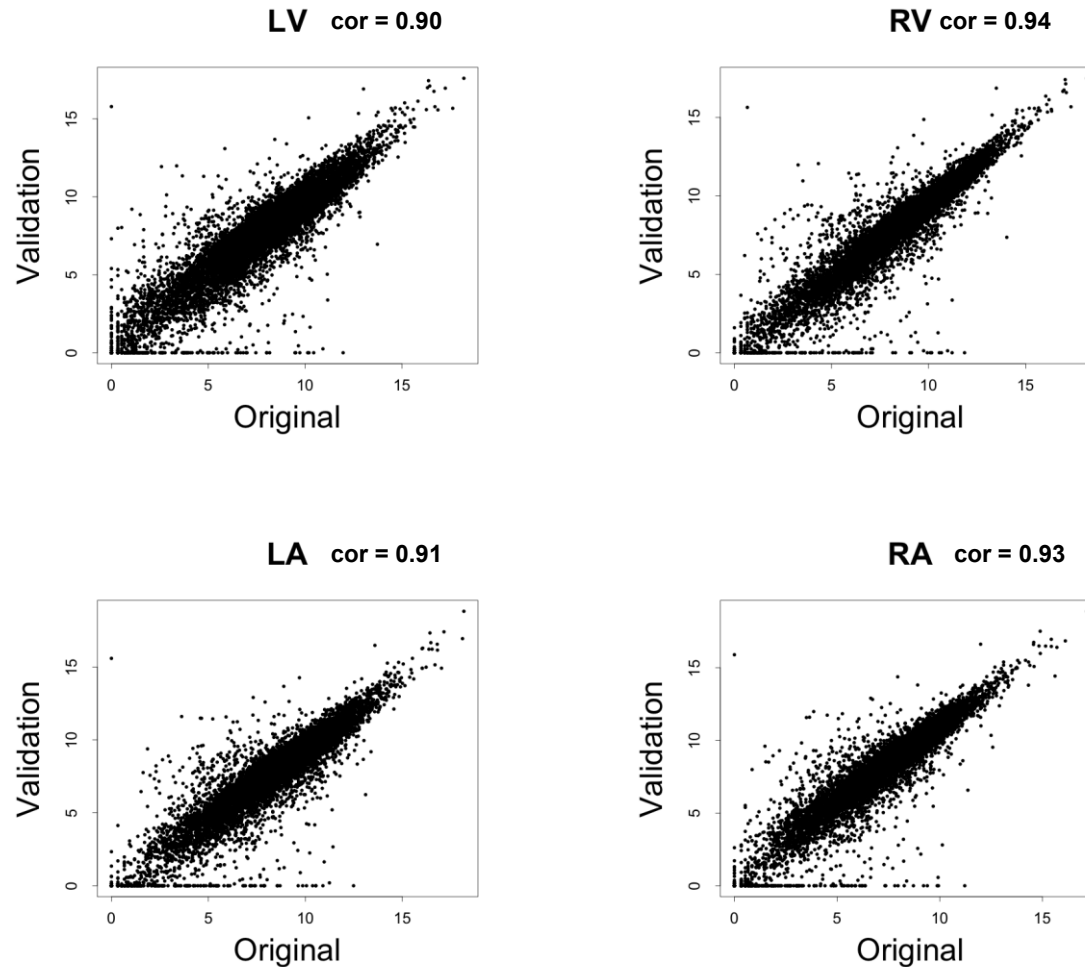

**Supplementary Figure S3.** Coplot of mean expression values for the four regions in the original and validation data. mean expression values were quantified from  $\log_2(\text{count value} + 1)$ . Preprocessed count data were downloaded as validation data from GSE112339 and 10,000 genes were randomly plotted from the genes whose gene symbols matched in original data. The Spearman correlation coefficient for the each plot was 0.91 in LA, 0.90 in LV, 0.94 in RV, 0.93 in RA

# Supplementary material for: Comparative Study of Transcriptome in the Hearts Isolated from Mice, Rats, and Humans
**Source:** Biomolecules. 2022 Jun 20;12(6):859. doi: 10.3390/biom12060859
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Correlation of transcriptomes among species by cardiac regions, ordered from highest to lowest Spearman's correlation coefficient.

| <b>Animal species</b> | <b>Paired species</b> | <b>Cardiac region</b> | <b>Correlation coefficient</b> |
|-----------------------|-----------------------|-----------------------|--------------------------------|
| Mouse                 | Rat                   | LA                    | 0.627                          |
| Mouse                 | Rat                   | V                     | 0.617                          |
| Mouse                 | Rat                   | SA                    | 0.609                          |
| Human                 | Mouse                 | V                     | 0.580                          |
| Human                 | Rat                   | V                     | 0.573                          |
| Human                 | Rat                   | LA                    | 0.571                          |
| Human                 | Mouse                 | LA                    | 0.557                          |
| Human                 | Rat                   | SA                    | 0.553                          |
| Human                 | Mouse                 | SA                    | 0.532                          |

How the deposited data were processed for this re-analysis (not part of the article)

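The data analysed here are 23 single-color Agilent SurePrint G3 Rat GE 8x60K v2 arrays of RNA from 6 regions of male Wistar rats, with 4 arrays each of LA, LV, SA, PV and PA and 3 of RV. The tissue came from 12 rats aged 8 to 11 weeks, and an SA sample was the tissue of 2 rats. Samples were grouped by the region in their labels, and the 7 arrays of LV and RV formed V. The mouse and human data of the paper were not analysed here.

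The scanner output and the authors' normalized values were used. Per the file headers, the scanner output holds for each spot a signal intensity on a linear scale that Agilent's Feature Extraction software had background-subtracted and detrended within the array, without normalization between arrays, and the median intensities of the spot and of its local background. The authors' deposited normalized intensities are the same processed signals, averaged over the spots of a probe and multiplied by 1 factor per array so that the 90th percentile of all arrays is equal, and they remain on a linear scale. The scanner values were used for all results, and the deposited normalized intensities as an alternative.

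From the scanner values, control spots were removed, spots of the same probe were averaged, and each array was scaled to the median of the 90th percentiles of the arrays. Of 45598 probes, the 158 with a missing value on any array were removed, which left 45440. Probes were named through a RefSeq table of rat accessions and symbols. The Ensembl gene identifiers of the methods were not used here. The highest probe of a gene was taken on each array, a pseudocount of 1 was added and the log2 was taken. Genes above 4 on this scale on at least 1 array of a comparison were tested, 15562 for LA, V and SA and 15875 for the 6 regions.

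Genes that differ among LA, V and SA were found on 15 arrays with the moderated F-test of limma (version 3.58.1, in R 4.3.3 with data.table 1.17.8), which takes the place of the methods' analysis of variance because 4 to 7 arrays say little about the spread of 1 gene, and Benjamini-Hochberg adjustment. SPM was the mean of a region divided by the length of the vector of the 3 regional means. A gene was region-specific where its SPM exceeded the 95th percentile of SPM values after 1 permutation of its labels (seed 1), pooled over genes and regions, which was 0.615, and its adjusted p was below 0.05. LV and RV, PV and SA, PV and LA, and PA and the mean of the other 5 regions were compared by contrasts in 1 limma fit of all 23 arrays. In these fits, as in those with 1 array left out, the regions share 1 estimate of the spread of a gene. For genes dim on some arrays of the lower group, the difference was also taken with the arrays not well above background at the lowest signal that is, a step added after the data were seen. Distances between arrays were 1 minus Spearman's correlation, clustered with average linkage, and differences between distances were tested by exact permutation. Cell type lists were tested with limma's fry in the fit of 23 arrays. The 13 lists with genes among those tested were adipocyte, atrial myocyte, autonomic neuron, erythroid cell, lung epithelium, lymphocyte, macrophage, male, mesothelium, Schwann cell, sinoatrial pacemaker, smooth muscle cell and ventricular myocyte. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 drew the plots.

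The genes named are those that the paper names for the rat, the 5 of each region with the highest SPM and the 3 of each contrast with the largest change in each direction, among genes well above background on every array of the higher group and without overlap between the groups. Some of them are not reported here. These rules, the tests, the cell type lists and most alternatives were set before the data were examined. The alternatives were other normalizations (75th percentile, quantile, the deposited values), no filter or a filter for genes well above background on every array of a region, the probe with the highest mean, a pseudocount of 16, slide or replicate number as a block, each array left out, the methods' analysis of variance, LV only as V, a null threshold per region, 20 permutations per gene, SPM from linear signals, only the arrays compared, and a trend in limma's prior variance. Those chosen after the data were seen were normexp background correction (offset 50) on the median signals, keeping accessions without a symbol, array row as a block or removed, the replicate block with the RV number of Supplementary File S3, and, in place of the probes with a symbol, those with Ensembl transcript accessions.

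On each array, 58.5% to 79.8% of the probes were well above background, and no spot was saturated. The lowest signal well above background, before scaling, was between 12.3 and 41.3, so that values near 4 on the log2 scale lie close to noise. The procedure was tested on simulated data with 200 genes changed by a log2 fold change of 1. These were drawn only from genes with a high mean signal. The simulated noise was independent between arrays, without effects of array row or slide. The recovery therefore does not apply to dim genes. The test recovered 90.5% of them for LA, 92% for V and 91% for SA, and both criteria 66%, 64% and 63%. For the contrasts, 88.5% were recovered for LV and RV, 92.5% for PV and SA, 91% for PV and LA and 96% for PA.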

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

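The tests of array row, of *Isl1* without LA replicate 2 and of the autonomic neuron list in PV were chosen only after the results were seen, as were both cutoffs and the decision rule for bright probes.

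Among 87 groups of 4 or 7 arrays, the array farthest from the others stood apart by Dixon's criterion in 14, where chance marks about 1 in 20 groups. RV replicate 2 stood apart from the other V arrays in 2 genes. *Hoxa2* was 7.95 on it and between 5.65 and 6.63 on the others, and *Mybphl* was 8.77 on it and between 5.59 and 6.32 on the others.

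For *Mybphl*, a candidate explanation is atrial tissue in that sample. The rise of *Mybphl* by 2.77 would need 0.312% of atrial RNA, which predicts a median rise of 0.52 for 6 other genes that are at least 6 log2 units higher in LA than in V. Their median rise was 0.66, 5 of the 6 were higher, and *Sln* rose by 3.09 where 2.56 was predicted. The margin is narrow, since the same median was 0.51 on LV replicate 1, on which *Mybphl* was not raised. No biological explanation was tested, as the design names no difference between the RV samples. *Mybphl* remained far below its level in LA on every V array.

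For *Hoxa2*, only 1 of the 2 probes was bright on RV replicate 2, by 1.44 log2 units over its median on the other arrays. Of the 33 spots around it, 6 (18.2%) exceeded their median on the other arrays by more than 1 log2 unit, against 3.34% of all probes, but the median of these spots was only 0.07. Whether a bright area on the array raised the *Hoxa2* spot stays open. Apart from *Hoxa2*, 68 probes of RV replicate 2 exceeded every other array by at least 2 log2 units, with 16 added to the signals, and their median distance to the nearest other such probe was 2.62 spots. Among 1000 random sets of probes the median of this distance was 14.9 and its lowest value 10.2 (one-sided permutation test, p = 0.001, the smallest that 1000 sets can give). At a cutoff of 3 there were 17 probes at 13.6 spots, against 31.1 for random sets, whose lowest value was 13.2 (one-sided permutation test, p = 0.003). The first decision rule, a distance below every random set, was met at the cutoff of 2 and not at 3, and was replaced by a p below 0.05 after this was seen. Bright probes that lie close together are not special to RV replicate 2, and their cause on the other arrays was not tested. At the cutoff of 2, the probes lay closer than in every random set on 15 of 19 arrays, and at 3 on 3 of 5. Arrays of the second row had more of these probes than arrays of the first, 41.4 against 14.5 on average at the cutoff of 2 (two-sided permutation test, p = 0.00064) and 7.5 against 1.91 at 3 (two-sided permutation test, p = 0.00919). Whether another RNA in the sample raised these probes cannot be told apart from a bright area by genes with several probes, because only 4 genes at the cutoff of 2 and 1 at 3 could be compared. In each of them only 1 probe was bright.

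LA replicate 2 stood apart from the other LA arrays in the percent of probes well above background (60.2% against 77.2% to 79.8%), in *Igfbpl1* (4.64 against 5.42 to 5.50) and in *Gap43* (6.03 against 6.57 to 6.67). It was the only LA array in the second row of a slide, and its percent lies within that of the second row. *Igfbpl1* was 5.00 on PV replicate 2, the only PV array in the first row, and between 2.81 and 3.10 on the other PV arrays. Thus array row may lie behind the percent and the *Igfbpl1* values, but this was not tested for *Igfbpl1* or *Gap43*. *Isl1* was 4.17 on SA replicate 2, the only SA array in the first row, against 3.17 to 3.32 on the other SA arrays, whereas in LA it was highest on the array in the second row. Array row as a block left the adjusted p of *Isl1* at 0.491 (limma), which argues against array row as the reason that *Isl1* is not called SA-specific. Without LA replicate 2 the adjusted p was 0.00407 and *Isl1* was called. That array was left out because it was the highest in LA, so that this test does not decide whether the array is the reason, and no LA array was well above background for *Isl1*. Over all alternatives its adjusted p was between 0.00407 and 0.546. No biological explanation was tested, since all arrays of a group are of the same region.

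The remaining arrays that stood apart were PA replicate 3 for *Shox2* (5.35 against 4.77 to 4.84), PV replicate 3 for *Hoxa2* (8.07 against 8.42 to 8.45), LV replicate 4 for *Tbx5* within V (4.65 against 5.52 to 6.05), SA replicate 1 for *Hcn4* (10.25 against 9.90 to 9.95), PV replicate 4 for *Mybphl* (17.47 against 17.25 to 17.29), PA replicate 2 for *Myl3* (7.69 against 10.96 to 11.61) and LV replicate 3 for the 90th percentile of the signal before scaling (3302.5 against 2869.55 to 2941.77). Most of these gaps are small, because the other arrays lie close together. No technical or biological explanation was tested for them.

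The paper's SPM analysis of the rat compares LA, V and SA, and the tests over all genes of LV against RV, of PV against SA or LA and of PA against the heart go beyond it. The counts in these data were 85 for LV versus RV, 578 for PV versus SA, 2185 for PV versus LA and 9527 for PA versus heart. Chance can be excluded for each, because among 35 splits of the arrays of the first 3 comparisons and 100 drawn splits of all arrays for the fourth, only 1, the real one, gave a count as large. The largest counts of another split were 4, 2, 2 and 1. For PA versus heart the drawn splits mix all 6 regions at once, and exclude only that no region differs. The first 2 counts depend on single arrays. For LV versus RV the count was 42 without RV replicate 2, 46 without RV replicate 1 and 53 without LV replicate 2, and for PV versus SA it was 188 without PV replicate 4, 250 without SA replicate 1, 257 without SA replicate 3 and 305 without SA replicate 2. Among these splits were those by array row for LV versus RV and for PV versus LA. Array row and slide do mark some genes. Beside the regions, 272 genes differed between the rows of arrays, 253 of them higher in the second row, and 323 among slides. RV was not on slide 1, so that slide and region are partly confounded for RV. The regions themselves, a biological explanation, stay open.

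For PV against SA, a candidate explanation for the neuronal genes *Stmn2* and *Nefm* is autonomic nerve cells in the PV samples. The autonomic neuron list without *Stmn2* was higher in PV than in SA (limma fry, adjusted p = 0.000592), with a median log2 fold change of 1.90 and 4 of 4 genes higher. The levels in PV and SA were 9.84 and 8.69 for *Dbh*, 9.09 and 5.32 for *Stmn2* and 8.14 and 4.83 for *Snap25*. Of the 5 genes of this list that were tested, 2 were well above background on every LA array, none is in another list and none is named in the paper. For PV against LA, lung tissue in the PV samples was tested with the lung epithelium list, which was not higher in PV (limma fry, adjusted p = 0.839, median log2 fold change -0.06, 3 of 7 genes higher). This argues against lung tissue.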

How the results depend on the processing

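The normexp correction on median signals, keeping accessions without a symbol, array row as a block, the replicate block with another number for RV and the use of probes with Ensembl transcript accessions instead were chosen only after results were seen, the last after the difference from the paper's counts.

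Of the 6 transcription factors, *Shox2*, *Hoxa2* and *Tbx5* met both criteria in SA under all alternatives run for them, with an SPM between 0.737 and 0.996 for *Shox2*, and *Tbx18* under none. With linear signals, Tbx18 SPM in SA (0.566) fell under the value for equal expression. For Tbx3 SPM in SA, the call appeared after normexp correction (0.602), with the filter for genes well above background (0.605), with a pseudocount of 16 (0.605) and with linear signals (0.723), each above the threshold of its setting. The cause was not tested.

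The counts of region-specific genes depended on the setting. LA-specific genes, V-specific genes and SA-specific genes numbered 958, 2266 and 2352 after normexp correction, 1042, 1487 and 633 with the filter for genes well above background, and 951, 1437 and 621 with a pseudocount of 16, and there were 1556 V-specific genes with SPM from linear signals. The cause was not tested. Among probes with Ensembl transcript accessions they were 116, 160 and 75, and with the methods' analysis of variance as well 105, 146 and 70, where 5786 probes were tested, none of them a probe of the main analysis. With accessions without a symbol kept there were 627 SA-specific genes, among 35866 tested. The alternatives not listed here stayed within 1.5 times the main counts.

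The genes differing among LA, V and SA were 10094 with accessions without a symbol kept. They were 1334 among the probes with Ensembl transcript accessions and 1401 with the methods' analysis of variance as well, and the share of genes differing among LA, V and SA (percent) was then 23.1 and 24.2. These settings test other numbers of genes, and the cause of the lower share was not tested.

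For the contrasts, PV versus SA gave 347 genes after normexp correction, LV versus RV 138 with the filter for genes well above background and 131 with a trend in the prior variance, all of untested cause, and PA versus heart 18530 with accessions without a symbol kept, where more genes were tested. With only the arrays compared in the fit, LV versus RV gave 12, PV versus SA 67 and PV versus LA 1204. Such a fit has fewer arrays to estimate the spread. The normexp correction moved the median log2 fold change of all genes in PV versus LA from -0.04 to 0.09, and the share of called genes higher in PV from 51.7% to 64.4%. The changes of single genes given for PV against LA are relative to such a shift.

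With 1 array left out at a time, Isl1 SPM in SA was between 0.641 (without SA replicate 2) and 0.700 (without LA replicate 2), and only in the latter was *Isl1* called. LV versus RV gave between 42 (without RV replicate 2) and 106 (without PA replicate 1) genes, and PV versus SA between 188 (without PV replicate 4) and 595 (without LA replicate 4). V-specific genes numbered between 718 and 900, SA-specific genes between 370 and 433, and LA-specific genes between 500 and 587. PV versus LA gave between 1538 and 2255.

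With replicate number as a block there were 5963 genes differing among LA, V and SA, 558 LA-specific genes, 792 V-specific genes and 400 SA-specific genes, and 80, 480, 2122 and 9428 genes for LV versus RV, PV versus SA, PV versus LA and PA versus heart. The numbers were not taken to pair the samples, and which arrays share a rat was not known here. Since 23 arrays came from 12 rats, with 2 rats in each SA sample, some arrays must share a rat. The methods state that each LV mass was cut into pieces as samples, so that LV arrays may share a heart, and that SA was isolated separately. The tests treat arrays as independent, and their p-values do not account for shared rats. Over 55 pairs of arrays with the same number in different regions, the deviations from the region means had a mean correlation of -0.0188, with 13 pairs over 0.1, and no gene (0) differed among replicate numbers by limma, with 563 at an unadjusted p below 0.05. Supplementary File S3 numbers the third RV array 4. With that number, the mean correlation was -0.0369, with 11 of the 55 pairs over 0.1, no gene (0) differed among replicate numbers, and the replicate block gave 555, 782 and 395 LA-, V- and SA-specific genes and 79 for LV versus RV.

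For single genes, 77 SPM values were recomputed in 2527 cases, of which 2458 kept direction and call, 52 lost the call, 15 gained it and 2 reversed. The reversed cases, in which the SPM fell under the value for equal expression, were Nobox SPM in LA after normexp correction (0.574) and Mapk10 SPM in SA (0.503) with linear signals. The cause was not tested. For 92 log2 fold changes, 3403 of 3496 cases kept direction and call, 64 lost the call, 25 gained it and 4 changed sign, none of these called. Isl1 PV versus SA was -0.029 after normexp correction. With 1 array left out, Tbx18 PV versus SA was between -0.077 (without SA replicate 2) and 0.156 (without SA replicate 4), Tbx5 SA versus LA between -0.038 (without SA replicate 1) and 0.352 (without SA replicate 4), and Tbx5 PV versus SA between -0.083 (without SA replicate 4) and 0.306 (without SA replicate 1). LV and RV separation in Spearman distance was between -0.000327 (without LV replicate 2) and 0.00489 (without RV replicate 3).

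Signal over background limits the dim genes, of which *Isl1*, *Gsc*, *Igfbpl1* and *P2ry10* are examples. On second-row arrays a probe needed a higher signal to be well above background, and a bound on a fold change is then lower. An alternative that pairs probes with Ensembl genes and one with normexp correction on mean signals were not run. *Isl1* and other dim genes were not tested with the filter for genes well above background.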

Differences from the paper's values

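Of the alternatives named here, normexp correction and the use of probes with Ensembl transcript accessions were chosen after the values were seen.

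The paper gives 220 LA-specific genes, 355 V-specific genes and 150 SA-specific genes for the rat, and here there were 556, 842 and 407. None of the 29 alternatives set before the data were examined came within 1.5 times the paper's counts. They gave 479 to 1042, 718 to 1556 and 370 to 633. The probes with Ensembl transcript accessions, chosen after seeing the values, gave 116, 160 and 75. None of them is a probe of the main analysis, so that these counts are of other transcripts and not of the same genes.

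Of the adjusted p over LA, V and SA that Supplementary File S3 of the paper gives, 5 differ by more than 1.5 times from those of limma here. For the adjusted p of Shox2 among LA, V and SA the paper gives 6.78e-08, and here it was 3.63e-09. The methods' analysis of variance and leaving out SA replicate 2 close this gap, and the other 27 alternatives set before the data were examined do not. For the adjusted p of Hoxa2 among LA, V and SA the paper gives 0.0359, and here it was 0.00021. None of the 29 alternatives closes this gap, and they gave 4.37e-07 to 0.00126. The *Hoxa2* probe whose values Supplementary File S3 prints, tested alone, had an SPM of 0.764 in SA and an adjusted p of 0.0275.

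For the adjusted p of Tbx18 among LA, V and SA the paper gives 4.61e-05, and here it was 1.13e-05. The methods' analysis of variance closes this gap, as does leaving out any 1 array except LV replicate 4, RV replicate 1, RV replicate 2 or SA replicate 2. The other 17 alternatives do not. For the adjusted p of Tbx5 among LA, V and SA the paper gives 7.95e-05, and here it was 1.92e-05. The methods' analysis of variance and leaving out LA replicate 3, LV replicate 2, LV replicate 3, RV replicate 2, RV replicate 3, SA replicate 2 or SA replicate 3 close this gap, and the other 21 alternatives do not. For the adjusted p of Tbx3 among LA, V and SA the paper gives 0.00646, and here it was 0.00313. The methods' analysis of variance closes this gap, as does leaving out any 1 array except LA replicate 3, LA replicate 4 or RV replicate 2. The other 16 do not.

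Of the genes that the paper names as specific to a region in the rat and that are reported here, 14 of 15 were called in LA, 19 of 21 in V and 32 of 32 in SA. The paper names *Nr2f2* for LA, where its SPM was 0.609, under the threshold of 0.615. It was called after normexp correction (chosen after seeing the values), with the filter for genes well above background, with a pseudocount of 16 and with linear signals. The paper names *Tlr2* and *P2ry13* for rat ventricles, where their SPM was 0.614 and 0.609. *Tlr2* was called after normexp correction, chosen after seeing the values, with the filter for genes well above background, a pseudocount of 16, slide as a block, LV only as V, a null threshold per region and linear signals, and without LA replicate 1, RV replicate 1 or RV replicate 3. *P2ry13* was called only without SA replicate 1.

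The paper states that *Tbx5*, like *Tbx18* and *Tbx3*, was not SA-specific by its criteria over the species, while its Supplementary File S1 lists *Tbx5* for SA of mice and rats. Here *Tbx5* met both criteria in rat SA (SPM 0.634). After its clustering, the paper treats LV and RV as not distinguishable. The distances between arrays did not separate them clearly here either (excess 0.00164, one-sided exact permutation test, p = 0.114). Tests of single genes are another measure, by which 85 genes differed in LV versus RV here. There were 42 without RV replicate 2, and 12 with only the ventricular arrays in the fit.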

Other observations

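The test of SA-specific genes with array row as a block was chosen only after the results were seen, and the tests of the cell type lists and of *Shox2* in PV were set earlier.

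The genes differing among LA, V and SA and the LA-specific, V-specific and SA-specific genes were counted again after the region labels were shuffled. Of 100 drawn splits of the 15 arrays into groups of 4, 7 and 4, only 1, the real one, gave a count as large.

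Of the 4 SA arrays 3 lay in the second row of a slide, and of the 4 LA arrays 1 did, so that SA-specific genes could in part be genes that array row raised. With array row as a block, 373 of the 407 SA-specific genes were still called, which argues against array row as the whole cause.

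*Adipoq* and *Ucp1* are among the SA-specific genes, and a candidate explanation is adipose tissue in the SA samples. The adipocyte list was higher in SA than in LA (limma fry, adjusted p = 0.0232, median log2 fold change 1.25, 5 of 7 genes higher). Mean levels in LA and SA were 12.14 and 11.73 for *Cfd*, 7.57 and 9.35 for *Adipoq* and 5.12 and 11.85 for *Ucp1*. Thus *Cfd* was not higher in SA, whereas *Adipoq* and *Ucp1* were. Without *Adipoq* alone the list was still higher in SA than in LA (limma fry, adjusted p = 0.0183). Without *Adipoq* and *Ucp1* it no longer passed against LA (adjusted p = 0.240, 3 of 5 genes higher), but it did against V (adjusted p = 0.00159, 4 of 5 genes higher). Of its 7 genes, 5 were well above background on every LA array, 1 is named in the paper and none is in another list. Fat around the node as a feature of the region stays open.

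*Gap43* is among the SA-specific genes of the paper, and more nerve tissue in the SA samples could explain it. The autonomic neuron list did not differ between SA and LA (limma fry, adjusted p = 0.866, median log2 fold change 0.18, 4 of 5 genes higher), whereas the Schwann cell list was higher in SA (adjusted p = 0.0109, median 0.53, 8 of 8 genes higher). The explanation cannot be told apart from a difference in Schwann cells alone, because the lists move differently and only 5 neuron genes were tested. Of the 8 Schwann cell genes, 6 were well above background on every LA array and none is in another list.

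Receptors of immune cells are among the V-specific genes, and more lymphocytes in the V samples may explain them. The lymphocyte list was higher in V than in LA (limma fry, adjusted p = 5.78e-05, median log2 fold change 0.21, 5 of 7 genes higher). So were the macrophage list (adjusted p = 7.5e-05, median 0.55, 8 of 8 genes higher) and the lung epithelium list (adjusted p = 8.44e-05, median 0.64, 6 of 7 genes higher). The smooth muscle cell and ventricular myocyte lists were higher too. The adipocyte, atrial myocyte, mesothelium, Schwann cell and sinoatrial pacemaker lists were lower in V. Thus the lists do not point to lymphocytes, or to immune cells, alone. Mean levels in LA and LV were 10.10 and 10.36 for *Cd3d*, 7.76 and 9.31 for *Cd247*, and 12.62 and 13.83 for the macrophage gene *Lyz2*. Of the 7 lymphocyte genes, 2 were well above background on every LA array and 4 on every LV array, none is named in the paper and none is in another list. A difference between the regions in resident immune cells stays open.

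*Shox2* is high in PV, and SA tissue in the PV samples could be a reason. In PV, *Shox2* showed 0.895 of its log2 difference between SA and LA, and the median of 152 other SA-specific genes that are higher in SA than in LA was 0.862, with quartiles of 0.708 and 1.19. Thus *Shox2* moves with the other genes of SA in PV, as SA tissue in the samples would require. It does not separate such tissue from a pulmonary vein muscle that expresses SA genes itself, which stays open.

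Between SA and LA, the other lists gave the following by limma's fry. The smooth muscle cell list (adjusted p = 2.71e-08, median log2 fold change 1.88, 6 of 6 genes higher), the sinoatrial pacemaker list (adjusted p = 1.69e-09, median 1.01, 8 of 10 genes higher, with 5 of its genes named in the paper) and the erythroid cell list (adjusted p = 0.000226, median 1.51, 4 of 4 genes higher) were higher in SA. The mesothelium list (adjusted p = 0.00105, median -1.65, 0 of 5 genes higher) and the lymphocyte list (adjusted p = 0.0294, median -0.06, 2 of 7 genes higher) were lower in SA. The adjusted p was 0.975 for the atrial myocyte list, 0.169 for the ventricular myocyte list, 0.146 for the macrophage list, 0.0932 for the lung epithelium list and 0.617 for the male list. Mean levels in LA and SA were 13.06 and 15.09 for the erythroid gene *Hbb-b1*, and 13.70 and 12.05 for the mesothelium gene *Msln*.

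Supplementary File S1 of the paper gives SPM values for genes in rat SA, 20 of which were compared. The median difference from the SPM here was 0.00351, and 19 lay within 0.02. The largest difference, 0.0628, was that of *Hoxa2*, for which the paper gives 0.756 and the SPM here was 0.694.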
